# Analysis of the circadian transcriptome of the Antarctic krill *Euphausia superba*

**DOI:** 10.1038/s41598-019-50282-1

**Published:** 2019-09-25

**Authors:** Alberto Biscontin, Paolo Martini, Rodolfo Costa, Achim Kramer, Bettina Meyer, So Kawaguchi, Mathias Teschke, Cristiano De Pittà

**Keywords:** Gene expression, Circadian mechanisms, Marine biology

## Abstract

Antarctic krill (*Euphausia superba*) is a high latitude pelagic organism which plays a central role in the Southern Ocean ecosystem. *E*. *superba* shows daily and seasonal rhythms in physiology and behaviour, which are synchronized with the environmental cycles of its habitat. Recently, the main components of the krill circadian machinery have been identified and characterized. However, the exact mechanisms through which the endogenous timing system operates the control and regulation of the overt rhythms remains only partially understood. Here we investigate the involvement of the circadian clock in the temporal orchestration of gene expression by using a newly developed version of a krill microarray platform. The analysis of transcriptome data from krill exposed to both light-dark cycles (LD 18:6) and constant darkness (DD), has led to the identification of 1,564 putative clock-controlled genes. A remarkably large proportion of such genes, including several clock components (*clock*, *period*, *cry2*, *vrille*, and *slimb*), show oscillatory expression patterns in DD, with a periodicity shorter than 24 hours. Energy-storage pathways appear to be regulated by the endogenous clock in accordance with their ecological relevance in daily energy managing and overwintering. Our results provide the first representation of the krill circadian transcriptome under laboratory, free-running conditions.

## Introduction

Life on earth, throughout evolution and from cyanobacteria to humans, has been confronted with the necessity of synchronizing genetic, physiological and behavioural processes with the daily oscillations in environmental conditions due to the earth’s rotation around its axis^1^. Adaptation to day-night cycles requires an endogenous timing system – a circadian clock – that allows not only the synchronization with but especially the anticipation of daily recurrent environmental changes (*Zeitgebers)*. In the marine ecosystem, photoperiod^2^, light transitions^3^, lunar phases^4^, and tides^5^ represent relevant *Zeitgebers* for the entrainment of the endogenous clock of marine organisms. While the circadian rhythms of terrestrial organisms have been the object of intense studies and are currently well understood, little is known about the circadian rhythmicity in marine organisms, apart from some laboratory studies in ecological niche species^5–9^. This is particularly true for high latitude pelagic organisms, presumably due to the inaccessibility to these regions and to the problems with rearing these organisms under controlled laboratory conditions for purposes of long-term experiments.

Due to its central position in the food web^10^, the ongoing environmental changes in its habitat^11^, and increasing commercial interest^12^, the Antarctic krill *Euphausia superba* (hereafter referred as krill) has become a model organism for the study of high latitude endogenous clock machinery and its effect on daily and seasonal life-cycle functions^13–16^.

Krill shows multiple daily and seasonal rhythms in physiology and behaviour, which are synchronized with the cyclic changes of the Southern Ocean ecosystem. Among them are the diel vertical migrations (DVM), which maximize feeding and minimize predation^2^; the daily orchestration of metabolic activity, which optimizes energy usage; and seasonal lipid storage for overwintering^17–19^. However, the molecular mechanisms underlying the control and regulation of these rhythms are not fully understood.

*Cryptochrome2* (*cry2*) was the first molecular component of the circadian clock to be identified in krill^20^. Daily changes in *cry2* expression levels under natural conditions, namely during the Antarctic Summer, represented the first hint to the existence of an endogenous time-keeper in krill^20^. Afterwards, a rhythmic expression of *cry2* both in a light-dark cycle and in constant darkness conditions was reported^13^, suggesting the presence of an endogenous circadian timing system. Furthermore, the same authors observed a bimodal oscillatory pattern in oxygen consumption and in the catalytic activity of four metabolic enzymes, which appeared to mirror cyclic locomotor activity patterns^2^ (i.e. diel vertical migration). These observations suggest a link between the endogenous clock and metabolism. De Pittà *et al*.^14^ then provided the first description of the diurnal transcriptome of krill in natural conditions during the Antarctic summer, which is characterized by limited variation in light intensity and spectral composition through the 24 hours. About 600 genes showed a daily sinusoidal expression pattern, and the majority of these (60%) exhibited bimodal oscillatory profiles. The temporal orchestration of specific biological processes (translation, proteolysis, energy and metabolic process, visual transduction and stress response), under prolonged almost continuous light conditions, also suggest that in krill an endogenous oscillator controls and synchronizes the progression of biochemical and physiological events through the 24-hour cycle.

More recently, KrillDB, the most comprehensive krill transcriptome database available^21^, has allowed identification of the main genetic components of the krill circadian clock (*clock*, *cycle*, *period*, *timeless*, and *cryptochrome1*). The functional characterization of these genes revealed that krill possesses an “ancient” circadian clock exhibiting both mammalian and insect features^22^.

To investigate in further detail the involvement of the krill circadian clock in orchestrating gene expression, we analysed the circadian transcriptome of *E*. *superba* under laboratory free-running conditions (i.e. in the complete absence of environmental cues, in continuous darkness, DD) as well as under a 16:8 LD regime. The most complete microarray platform available (named Krill 2.0), consisting of a total of 57,358 probes, was used. Gene expression profiles were obtained from individuals sampled at regular intervals (every 3 hours) over a complete 24-hour LD cycle (16:8 LD cycle) as well as on the third day after switching to a DD regime. A total of 1.564 putative clock-controlled genes, showing rhythmic daily expression in both LD and DD, were identified.

This study provides the first picture of the circadian transcriptome of the Antarctic krill under laboratory free-running conditions. A better understanding of the functioning of its “ancient” circadian clock could help to shed light on the evolution of the animal circadian machinery.

## Results and Discussion

### Gene expression data analysis

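The constant darkness (DD) experiment was analysed from 27 one-colour arrays, 3 at each of 9 collections taken every 3 h from circadian time (CT) 0 to CT24. Each array was hybridized with the RNA of pooled krill heads and carried 1 probe for each of 57358 krill sequences and 1319 control spots. The light-dark arrays were not analysed here. The authors measured the spot intensities with Agilent's Feature Extraction software, which gives each spot a processed signal, corrected for the background, and a set of quality flags. From these files the processed signal was quantile normalized over all krill probes and put on a log2 scale. The methods name the quantile normalization, while the choice of the processed signal and of the log2 scale follows the authors' table of normalized values. Spots with the flag for a found spot at 0 were treated as missing, and probes missing on more than 26% of the arrays were removed, which left 33783 probes. An array found between 39417 and 42895 of the krill probes, with a median of 40644, and between 50.6% and 61.4% of the probes were well above background. The median processed signal of an array lay between 18.5 and 35.1. With 3 arrays per time point the precision is limited. The median SD between the arrays of a time point was 0.40 on the log2 scale, while the median difference between a probe's highest and lowest time-point mean was 0.79. That difference is between the extremes of 9 means, so noise alone also widens it. Rhythms were tested with a re-implementation of RAIN. It compares each probe with 70 waveforms that rise and fall with a period of 12, 15, 18, 21 or 24 h, takes each p from the exact null distribution, corrects over the waveforms of a probe by the adaptive Benjamini-Hochberg method, and then over all probes by Benjamini-Hochberg. The array files list the probes by sequence identifier, and the gene names used with them are those of the legend of Fig. 4 and of Supplementary Table 6.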

Gene expression profiling was performed on specimens collected at regular intervals throughout a 24-hour cycle in light-dark (LD) conditions and in constant darkness (DD)^13^ (Supplementary Fig. 3) using the “Krill 2.0” custom platform (Agilent Technologies) based on the krill “master” transcriptome^23^. Total RNA was extracted from the head, including brain, eyestalk, and compound eyes, which play a crucial role in the modulation of neuroendocrine and behavioural circadian rhythms. Only krill heads were selected in order to reduce background noise deriving from peripheral clocks, and to compare gene expression data with similar data previously obtained from krill heads, as described in De Pittà *et al*.^14^ and Piccolin *et al*.^24^. RAIN (Rhythmicity Analysis Incorporating Nonparametric methods) software, which allows the detection of rhythms of any period and waveform^25^, was utilised to identify genes with rhythmic expression through the 24 hours in both LD and DD.

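In the re-implemented RAIN test with Benjamini-Hochberg adjustment, 0 of the 33783 probes tested on the DD arrays passed a threshold of 0.05, and the lowest adjusted p was 0.666. Before the adjustment over probes, 1607 probes (4.76%) had a RAIN p under 0.05. Limma's harmonic regression, which fits a sine and a cosine at each of the 5 periods, also called 0 probes, with 1690 at an unadjusted p under 0.05. Limma's F-test for any difference between the 9 time points called 22 probes, of which 8 had a value on all 27 arrays, and gave an unadjusted p under 0.05 for 3495 probes (10.3%). Among the alternatives chosen in advance, this F-test moved the count most. On the table of normalized values that the authors deposited, with 38231 probes, RAIN called 0 probes and gave 1847 with an unadjusted p under 0.05. The arrays were also assigned to the 9 time points at random 99 times, which gave between 346 and 4615 probes with a RAIN p under 0.05, with a median of 930. In simulated arrays with the spreads and missing spots of the real ones, 6561 probes were given a cosine rhythm. The test called 5103 of them (77.8%) when the amplitude was 1.5 SDs of the arrays within a time point and 1114 (17.0%) when it was 1 SD. With only 200 rhythmic probes, it called 131 (65.5%) at 2 SDs. The simulated spots varied independently of each other, with no other differences between collections, and the rhythms had only the periods tested. The share called in the real arrays may therefore be lower. The paper applied RAIN with the same periods and the same threshold, and states that the genes past it have rhythmic expression.

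**Figure D1:**
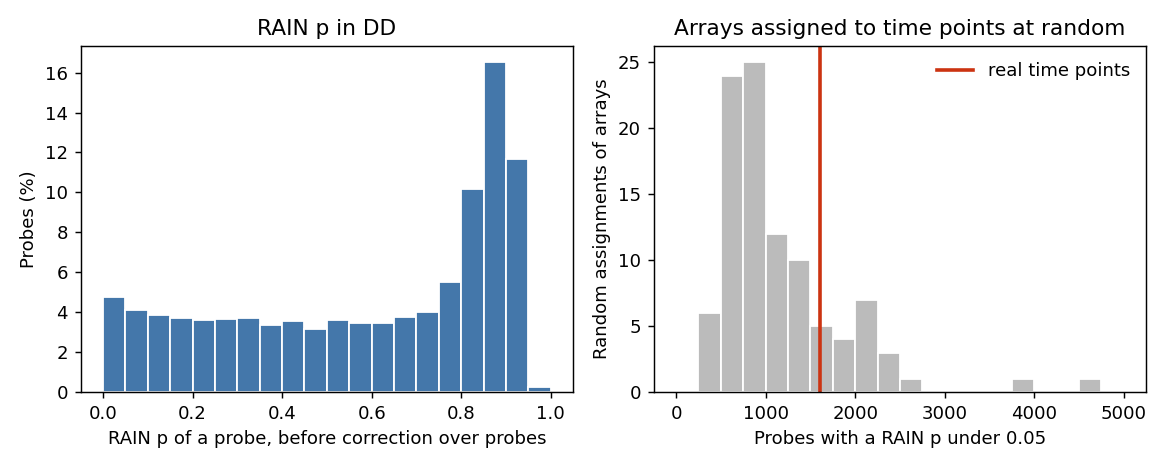
Left, percent of the 33783 probes by their RAIN p before correction over probes, in bins of 0.05. Right, number of probes with a RAIN p under 0.05 in 99 random assignments of the 27 arrays to the time points (grey bars) and with the real time points (red line, 1607 probes), which lies inside the range of the random assignments.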

RAIN identified 8,953 and 6,561 genes (Benjamini-Hochberg adjusted *p*-value < 0.05) showing rhythmic expression patterns in LD and DD respectively (Supplementary Table 1 and Supplementary Table 2). 1,564 of these genes showed oscillatory expression signatures both in LD and DD (Supplementary Fig. 2) and could therefore be qualified as clock or clock-controlled genes (Supplementary Table 3).

Interestingly, 32% (51 out of 159 annotated) of the genes which had previously shown sinusoidal expression patterns under natural conditions^14^ during the Antarctic Summer, showed rhythmic expression profiles also in this study, in both LD and DD. Therefore, they should be considered *bona fide* clock-controlled or clock-related genes (Supplementary Table 4). The expression levels of 10 clock-controlled genes (*6-4 photolyase*, *arrestin*, *neither inactivation nor afterpotential protein C*, *casein kinase 1 epsilon*, *slimb*, *adenylyl cyclase*, *cytochrome C oxidase subunit I*, *glycogen debranching enzyme*, *glutamine synthetase*) were successfully validated by qRT-PCR, showing expression profiles which were comparable to those obtained by microarray experiments (Pearson correlation >0.60; Supplementary Fig. 3).

In LD, about 52% (4,624 out of 8,953) of oscillating genes showed a single peak with a periodicity (τ) of about 24 hours (Fig. 1A) and the majority (63.4%) of them showed this peak late in the day, from *Zeitgeber* time (ZT) 12 to ZT18 (Fig. 1C). This broad peak of expression, encompassing the transition from late afternoon to the evening/early night, seems related to the upward migration of krill that allows to maximize food intake in the surface layers during the night, while also minimizing predator risk. Diel vertical migrations are extremely pronounced in spring and autumn under long day photoperiods, the latter being quite similar to our LD 16:8 laboratory conditions^2^. 30.3% of all oscillating genes in LD (regardless of period length) showed a peak of expression at ZT12 (Fig. 1B), in the second part of the light phase, which may be related to physiological modifications anticipating light-off transitions. The anticipation of daily environmental changes represents one of the main pieces of evidence of the presence of an endogenous time-keeping system, which tunes physiology and behaviour, leading to an improvement in the organism’s fitness.

**Figure 1:**
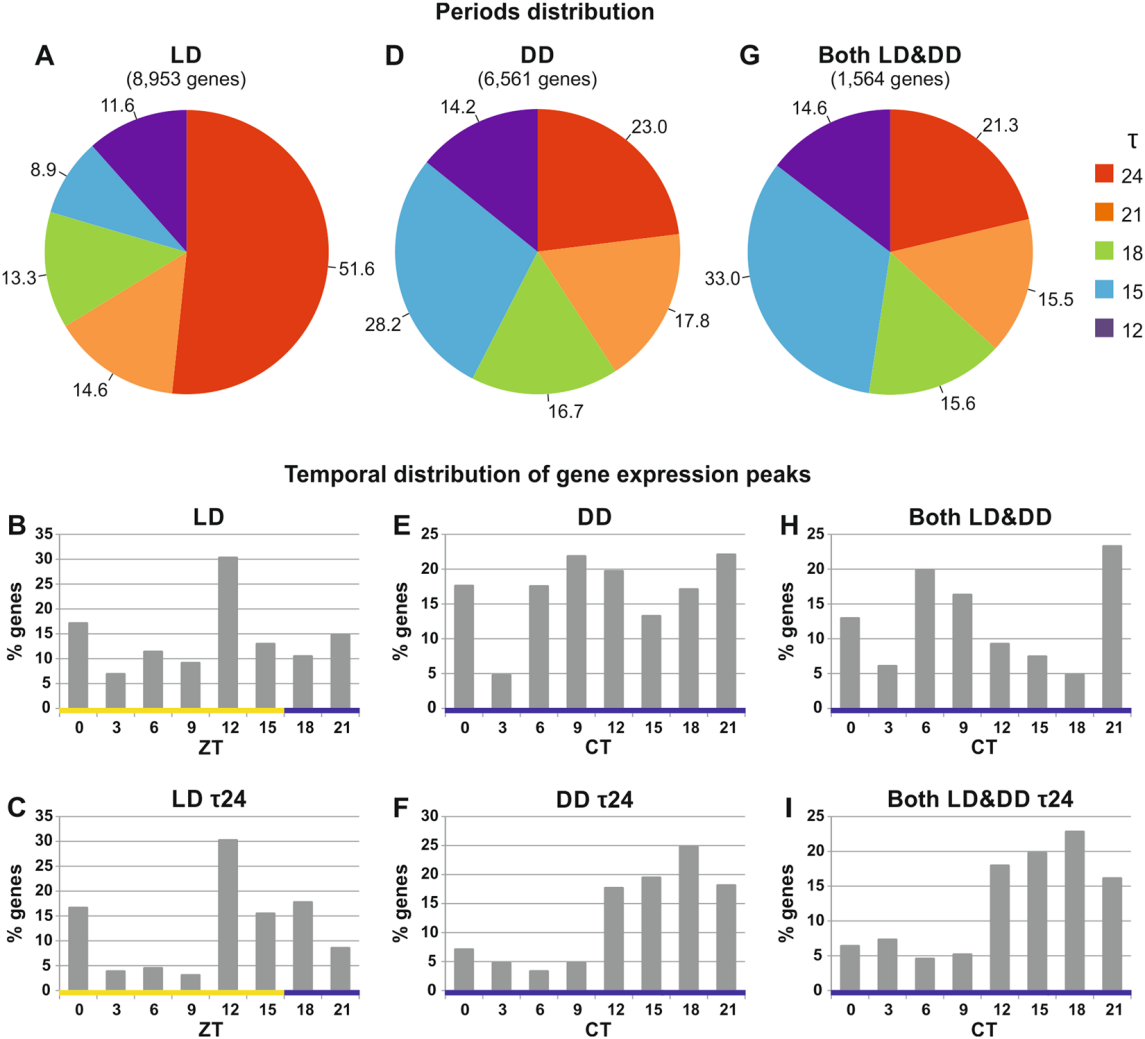
Oscillation periods and expression peaks distribution of genes with sinusoidal expression patterns in LD, DD, and in both conditions. Classification of the genes showing sinusoidal oscillatory patterns on the basis of their oscillation period (τ: 12, 15, 18, 21 and 24 h) in LD (**A**), DD (**D**), and in both LD and DD (**G**). Different colours refer to different period lengths (see legend in the figure). Percentage of genes characterized by each period length are reported on each pie chart. Distribution of expression peaks of genes showing oscillatory profiles in LD (**B**), DD (**E**), and in both LD and DD (**H**). Distribution of expression peaks of genes showing oscillatory profiles characterized by a 24-hour period in LD (**C**), DD (**F**), and in both LD and DD (**I**). Proportion of genes showing a peak of expression at each time point is reported. Yellow and blue bars refer to light and dark intervals, respectively.

By contrast, in DD conditions, peaks of expression were widely distributed throughout the 24-hour cycle (Fig. 1E). Moreover, a large proportion of genes (77%) showed a period of expression shorter than 24 hours, and 42.4% of them displayed a clear bimodal pattern with periods ranging between 12 and 15 hours (Fig. 1D). 

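Since no probe passed the threshold, peak times in DD are described for the 6561 probes with the lowest RAIN p, a set given the size of the paper's own list after the data had been examined. Its highest RAIN p was 0.240. With every recurrence of a peak from CT0 to CT21 counted, 21.9% of these probes had a peak at CT15, the highest share, followed by 19.2% at CT12, 18.3% at CT9 and 17.5% at CT0. The lowest share was 5.64%, at CT6. In the 99 random assignments of the arrays to time points, the highest share at one CT lay between 19.8% and 60.1%, with a median of 31.4%. Leaving out 1 array in turn gave a highest share between 20.0% and 33.1%, and limma's harmonic regression gave 30.1%. The paper reports a reduced phase synchronization in DD (Fig. 1E,H).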

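Of the 6561 probes with the lowest RAIN p in DD, 70.7% had a period under 24 h (95% Wilson interval 69.6% to 71.8%, which covers counting error only). The best-fitting period was 24 h for 29.3% of them, 15 h for 28.4%, 18 h for 20.4%, 21 h for 13.0% and 12 h for 8.92%. Periods of 12 or 15 h together made up 37.3% (36.2% to 38.5%). Among the 1607 probes with a RAIN p under 0.05 the shares were 71.3% under 24 h and 33.9% at 12 or 15 h. When the order of the 9 time points was drawn at random 99 times, the share under 24 h lay between 38.2% and 88.5%, with a median of 65.1%, so that the share in the real order was within the range of the random ones. The share at 12 or 15 h lay between 11.0% and 57.6%, with a median of 24.7%. Among the alternatives that keep 6561 probes, the one that moved these shares most was limma's harmonic regression, with 85.3% under 24 h and 68.9% at 12 or 15 h. Leaving out the CT24 collection gave 22.7% at 12 or 15 h, the lowest value among them. With weaker corrections, chosen after the data had been examined, the share under 24 h was 86.5% of 6918 probes with each period corrected on its own and 83.0% of 20623 with the smallest p corrected over probes only. With the authors' table of normalized values these were 86.5% of 7881 and 82.7% of 23980. In all of these the period was that with the lowest p after correction within each period. That correction covers fewer waveforms at each shorter period than at 24 h, which favours the shorter ones. The shares that these settings give with no rhythm were not determined.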

A reduced level of phase synchronization between transcripts oscillating in DD was observed (Fig. 1E,H). However, focusing our attention only on those genes characterized by a periodicity of 24 hours in DD (Fig. 1F), we observed a clear enrichment (80.1%) in genes with a peak of expression in the second part of the subjective day and throughout the subjective night from circadian time (CT)12 to CT21. 

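Of the probes with the lowest RAIN p in DD, 1920 had a period of 24 h, and 68.0% of these peaked from CT12 to CT21 (95% Wilson interval 65.9% to 70.1%, for counting error only). The share was 24.4% at CT15, 20.7% at CT21 and 16.0% at CT18, and 6.88% at CT12. Of the CTs outside this interval, CT0 had 12.4%, CT3 10.3%, CT6 5.42% and CT9 3.80%. Random assignments of the arrays to time points gave a share from CT12 to CT21 between 15.5% and 83.4%, with a median of 51.1%. With 1 array left out in turn it lay between 59.8% and 77.4%.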

Similar expression profiles were observed for genes oscillating with a period of 24 hours only in LD and for those oscillating with a period of 24 hours in both LD and DD (21%) (Fig. 1C,I).

### Gene expression periodicity

The harmonics theory in mammals^26^ and the interaction of different endogenous clocks in marine organisms^6^ shed light on natural occurrence of rhythms characterized by periodicities shorter than 24 hours (Fig. 1A,D,G). According to the harmonics theory, 12-hour rhythms in gene expression profile could be generated by the non-competitive binding of two circadian transcription factors oscillating in antiphase^27^. An alternative theory suggests that a 12-hour rhythm could be generated by the interaction between a circadian clock (24 hours period) and a circatidal clock (12 hours period)^28^.

Rhythmic locomotor activity with a 12-hour period is common in marine organisms from the intertidal zone and it has been also described in crustaceans apparently living beyond the influence of tidal movements^29^, including the Antarctic krill^2^. Our knowledge the krill endogenous clock suggests that 12-hour periods might be explained by both theories. However, given the lack of evidence to support the existence of a circatidal clock in krill, the harmonics hypothesis seems more likely. Concerning the other periods which we have estimated from our transcriptional data, sinusoidal expression patterns with periods ranging from 18 to 28 hours are usually considered under the control of the circadian clock. 

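Among the 6561 probes with the lowest RAIN p in DD, the period of 15 h was best for 1864 probes and the period of 12 h for 585. More waveforms were tested at 15 h than at 12 h, so these counts do not compare the periods evenly. Between the first and the last collection, RAIN tests 12-h waveforms over 2 cycles sampled at the 3-h interval. In simulated arrays with a cosine amplitude of 1.5 SDs, 98.2% of the 944 called probes with a simulated period of 12 h were assigned 12 h and 1.59% were assigned 15 h. Of the 967 called probes with a simulated period of 15 h, 79.3% were assigned 15 h, 17.2% were assigned 18 h and 3.52% were assigned 12 h. The period was least certain at 21 h, where 41.7% of 1062 called probes were assigned 21 h, 33.8% were assigned 24 h and 24.4% were assigned 18 h. Over all periods, 71.4% of the called rhythmic probes were assigned the right period, and 62.5% at an amplitude of 1 SD. These shares are for called probes, while no real probe was called. The simulated rhythms had only the periods tested and peaked at the sampling times, so rhythms of other periods or phases were not covered.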

As for transcriptional oscillations with an estimated periodicity of 15 hours, we suggest that these are likely to be an approximation of a 12-hour periodicity, especially if we consider our measurement resolution, i.e. 3-hour intervals between two consecutive samples. Circadian clocks generate an endogenous molecular oscillation characterized by a specific period (free-running period, FRP). Every day, Zeitgebers (in particular light-dark cycles) entrain the phase of this oscillation to maintain the synchronization with the environment^30–32^. In order to cope with extreme photoperiods (from up to 24 hours light in summer to less than 3 hours light in winter), the strategy adopted by organisms living at high latitudes could be based on a circadian clock with a short FRP (<24 hours), which can be synchronized by photic entrainment stimuli to a wide range of periodicities^33,34^. Interestingly, short oscillatory periods, such as those we observed in LD and especially in DD (Fig. 1A,D,G), have been previously described in other krill studies performed in DD^13^ and in natural conditions, under almost continuous light, during the Antarctic summer (hereafter named LL natural condition)^14^. In accordance with the hypothesis proposed by Teschke *et al*.^13^, the occurrence of short periodicities, in particular under free-running conditions (DD and LL), could represent a feature of the krill oscillating transcriptome, and it supports the hypothesis that the krill endogenous clock might be characterized by a periodicity shorter than 24 hours. This hypothesis is not only in accordance with the inverse relationship that has been widely observed between latitude and FRP^34^ but it is also consistent with Aschoff’s second rule, which states that the free-running period of nocturnal organisms is typically shorter than 24 hours^35^.

### Functional enrichment analysis

31% (2,743 out of 8,953) and 27% (1,776 out of 6,561) of genes that showed a daily pattern of expression in LD and DD, respectively, were successfully annotated according to the krill “master” transcriptome^23^. The remaining 69% and 73% showed no or limited similarity with publicly available sequences. The functional characterization of annotated genes is shown in Fig. 2A–C. As previously observed in the fruit fly^36,37^, mouse^38^, zebrafish^39^, and krill (in nature, during the Antarctic Summer)^14^, the biological processes that are mainly influenced by environmental changes, such as “Metabolic Process”, “Protein Metabolism”, “Response to Stress”, and “Transport”, were significantly enriched in LD (Fig. 2A and Supplementary Table 5). By contrast, in DD (Fig. 2B), none of the main GO terms were significantly enriched. Nevertheless, and despite an overall decrease in the number of genes with oscillatory expression patterns in DD, we observed a significant enrichment of two GO “child” terms: “Gene Expression Regulation” (belonging to “Nucleic acid Metabolism”) and “Proteolysis” (belonging to “Protein Metabolism”) (Supplementary Table 6). It is known that transcription factors, epigenetic factors, and proteolysis pathways are circadian effectors involved in the regulation of key clock-controlled pathways such as metabolism, clock entrainment, hormone signaling, and phototransduction^40–43^. 

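Supplementary Table 6 lists 86 identifiers under proteolysis, of which 75 passed the filter on the DD arrays. In RAIN with Benjamini-Hochberg adjustment 0 of them passed 0.05, 20 had an unadjusted p under 0.05, and 56 (74.7%) were among the 6561 probes with the lowest p. Under regulation of gene expression it lists 36 identifiers, of which 29 were tested. RAIN called 0 of these, with 7 at an unadjusted p under 0.05, and 23 (79.3%) were among the probes with the lowest p. A further 9 identifiers are listed under epigenetic regulation of gene expression, and of the 7 tested RAIN called 0, with 3 at an unadjusted p under 0.05. Limma's F-test over the 9 time points called 0 of all the identifiers in the table. These lists were chosen by the paper on the same samples, so their low p-values are not independent evidence, and the enrichment test itself, which needs the annotation of all probes, was not repeated here.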

The rhythmic patterns of expression, exhibited by genes belonging to the above described GO terms in DD (mimicking Antarctic Winter conditions), could suggest a role for the molecular clock in the reprogramming of gene expression observed during the transition from the active to the quiescent state (decrease in growth rates, feeding, and swimming activity) in krill exposed to few days of DD^44^.

**Figure 2:**
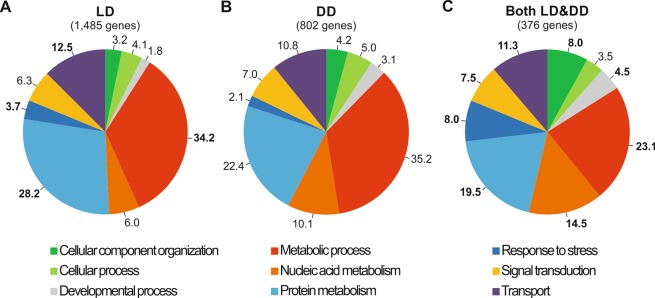
GO analysis of genes with sinusoidal expression patterns in LD, DD, and in both conditions. Classification of annotated genes with sinusoidal expression patterns throughout the 24-hour cycle in (**A)** LD (1,485 with GO annotation out of 2,743 annotated genes), (**B)** DD (802 out of 1,776 annotated genes), and **C)** in both LD and DD (376 out of 428 annotated genes) into 9 main GO terms. The diagrams show the proportion of each GO term. Percentage of genes belonging to each GO term are reported on each pie chart. Percentages of the significantly enriched GO terms are marked in bold typeface. See Supplementary Tables 4, 5, and 6 for further details.

25.5% (399 out of 1,564) of the putative clock-controlled genes, with oscillating expression in both LD and DD, were successfully annotated (Supplementary Table 4). The key regulative role of krill endogenous timekeeping over all main biological processes of the cell was proved by the significant enrichment of almost all the main GO terms in the “Biological Process” category (Fig. 2C).

### Clock genes

When we designed the microarray platform (Krill 2.0) adopted in this study, limited information was available on the molecular components of the krill circadian clock. Only the sequence of *cryptochrome 2* (c*ry2*)^20^ and a few fragments of *clock* (*clk*), *period* (*per*), *casein kinase ε* (*ckε* also known as *doubletime*), and *slimb* were available. Nevertheless, good quality probes were successfully designed for *ckε* and *slimb*, which were found among the 1,564 putative clock-controlled genes that showed oscillating expression profiles in both LD and DD (Fig. 3). By contrast, microarray probes for *clk*, *per*, and c*ry2* were not successfully designed. 

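The probe of *ckε* (N18288, listed as casein kinase 1 epsilon in Supplementary Table 6) was found and well above background on all 27 DD arrays. Its mean log2 signal was highest at CT21, at 9.51 ± 0.19 (SD, n = 3), and lowest at CT3, at 8.94 ± 0.08 (SD, n = 3). These are the highest and the lowest of 9 means, picked after they were computed, so their difference of 0.57 is larger than that between time points named in advance. In the exact RAIN test the p of *ckε* was 0.251 before and 0.950 after Benjamini-Hochberg adjustment over all probes, and limma's F-test over the 9 time points gave an adjusted p of 0.504. Of the 15 tested probes of genes that the paper names as rhythmic in DD, 0 passed an adjusted p of 0.05 in RAIN, both over all probes and adjusted over the list alone (lowest 0.190), while 3 had an unadjusted p under 0.05. Since the paper named them from the same samples, the count adjusted over the list is not independent evidence. *slimb* was not analysed here.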

Considering the importance of these clock genes in interpreting the data obtained from the krill’s circadian transcriptome, we decided to quantify the expression levels of such genes by using qRT-PCR, in the same samples which were analysed with microarrays. *cry2* showed a bimodal oscillation in expression (Fig. 3), as previously observed in heads of animals sampled in LL natural conditions^22^ and in DD^13^. Similarly, *clk* and *per* showed sinusoidal expression profiles in both LD and DD, with a clear antiphase relationship in LD. By contrast, a period length reduction (from 24 to 12 hours) was observed for both genes in DD (Fig. 3). The functioning of endogenous clocks is based on a feedback loop mechanism in which the positive elements induce the expression of their own inhibitors, generating a self-sustained oscillation in their abundance. In light of this, the presence of a working molecular clock was confirmed by the rhythmic expression of a positive element (*clk*) and the two main inhibitors (*per* and *cry2*), in both LD and DD. Furthermore, the antiphase expression of *clk* and *per* is a prevalent feature of the circadian clock of several organisms and it has been observed in krill exposed to early autumn and late winter photoperiods in controlled laboratory conditions (LD 16:8 and LD 8:16, respectively)^24^. Nevertheless, our expression data showed an apparently complete loss of *clk*-*per* antiphase in DD, similarly to what has been observed in heads of krill sampled in LL natural conditions^22^ and from krill exposed to long-term extreme photoperiod simulations (LL and LD 3:21 respectively)^24^. Interestingly, the loss of *clk*-*per* antiphase we observed did not cause a significant impairment in the circadian oscillator, as suggested by the maintenance of sinusoidal expression profiles of clock and clock-controlled genes in our DD experiment, in LL natural condition^22^, and in the simulated seasonal photoperiods^24^. Unexpectedly, non-canonical expression of clock genes has already been associated with persisting circadian behaviours in other crustaceans. In *E*. *pulchra*, only *timeless-1* showed a significant rhythmic oscillation in DD^5^, and in crayfish, PER and CLK protein amounts are characterized by the same phase in LD^45^. The persistence of circadian rhythms in the presence of an apparently impaired transcriptional/translational feedback loops mechanism could be explained by a relevant role of post-translational modifications in regulating those timing mechanisms that are essential for clock functioning and seem to be conserved in krill (i.e.: the multiple predicted CK*ε* phosphorylation sites in *Es*PER and *Es*TIM1 likely involved in their activity regulation)^22^.

**Figure 3:**
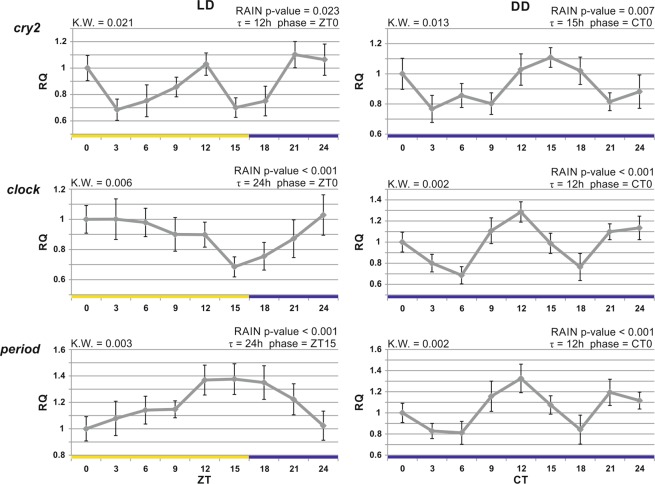
Gene expression profiles of three core components of the krill circadian clock. Temporal expression profiles of *cryptochrome 2*, *clock* and *period* by using qRT-PCR performed on heads of krill sampled every 3 hours, starting from light-on (ZT0) or subjective light-on (CT0) in LD 16:8 and after 3 days of constant darkness. Relative quantification (RQ) is represented as mean ± SD (n = 3 pools of 7 individuals). Kruskal-Wallis p-value is reported (8 degrees of freedom), as well as the adjusted p-value, putative period (τ) and phase of the oscillation estimated using the RAIN algorithm. Yellow and blue bars refer to light and dark intervals, respectively.

The short period length of the expression profiles of *clock*, *period*, and *cry2* in DD might therefore reflect a molecular clock period shorter than 24 hours. Interestingly, *ckε* and *slimb*, which also showed short periodicity in both LD and DD (*ckε* τ_LD_ = 12 h, τ_DD_ = 12 h; *slimb* τ_LD_ = 12 h, τ_DD_ = 12 h; Supplementary Fig. 3), encode two regulatory factors of the circadian clock which are involved in PER degradation^46,47^, and thus in period length definition^48^.

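For *ckε* (N18288) the waveform with the lowest RAIN p had a period of 24 h and a peak at CT18. The best period was 21 h, with a peak at CT15, after normalization to the 75th percentile, after centring the arrays on their slide, on their scan day or on their row on the slide, and with symmetric waveforms only. With 1 array left out in turn it was 21 h without CT18 replicate 1 or CT18 replicate 3, 12 h without CT15 replicate 2, and 24 h otherwise. The lowest RAIN p of this probe before adjustment over probes, 0.0223, came after centring the arrays on their row on the slide, an alternative chosen after the data had been examined, and its adjusted p was then 0.801.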

Castellana *et al*. observed that genes oscillating with a periodicity of about 12 hours are more likely to be evolutionary ancient and essential for cellular functions, suggesting that their short periodicity may reflect the periodicity of ancient clocks^49^. Short periodicities in the expression profile of several clock and clock-controlled genes in DD might suggest that not only the architecture but also the features of ancient endogenous clocks have been conserved in krill throughout speciation.

### Metabolic processes

In LD, 508 genes were grouped under the “Metabolic Process” GO term (Supplementary Table 5). 55.1% of these genes had peaks of expression at night (from ZT18 to ZT21) corresponding to a high levels of activity and oxygen consumption^13^ when krill swim to surface layers to feed. In particular, five out of ten genes encoding proteins involved in glycolysis were up-regulated through the night, from ZT15 to ZT3 [*fructose-bisphosphate aldolase*, *glyceraldehyde 3-phosphate dehydrogenase* (GAPDH), *enolase* (ENO), and *pyruvate kinase* (PK), and the rate-limiting enzyme *phosphofructokinase* (PFK); Fig. 4A). The only exception was represented by the first enzyme of the glycolysis pathway (*hexokinase*) that showed a peak at ZT3. Since *hexokinase* is also involved in gluconeogenesis and chitin synthesis, we analysed the expression profiles of six oscillating genes [*phosphoenolpyruvate carboxykinase* (PCK), *glutamine:fructose-6-phosphate aminotransferase*, *UDP-N-acetylglucosamine pyrophosphorylase*, *chitin synthase* (CHS), and *glutamine synthetase*; Fig. 4A] related to these metabolic pathways, and all of them showed a peak of expression at ZT3. Several genes involved in oxidative metabolism (four components of *ATP synthase*, 8 subunits of Complex I, one subunit of Complex III and 5 subunits of Complex IV) and one gene encoding an enzyme of the citric acid cycle [s*uccinate-CoA ligase* (SCS); Fig. 4A] showed a peak of expression at ZT15 (near lights-off). Furthermore, we detected an over-expression of genes involved in fatty acid synthesis [*acetyl-CoA carboxylase* (ACAC), *fatty acid synthase*, *acyl-CoA synthetase* (ACS); Fig. 4A] from middle afternoon through the night (from ZT12 to ZT0), By contrast, e genes involved in mitochondrial fatty acid β-oxidation [*acyl-CoA dehydrogenase* (ACAD) and *enoyl-CoA isomerase* (ECI); Fig. 4A] had a peak of expression in the first part of the day (from ZT3 to ZT12). Finally, genes encoding proteins involved in glycogen synthesis [*glycogen synthase* (GYS) and *branching enzyme* (GBE); Fig. 4A] and glycogenolysis [*alpha glucosidase*, *glycogen phosphorylase* (PYG), *glycogen debranching enzyme* (GDE); Fig. 4A] showed peaks of expression at ZT21 and ZT15-21, respectively. The overlap between aerobic respiration (glycolysis, citric acid cycle, and oxidative metabolism) and energy-storage pathways (fatty acid and glycogen biosynthetic pathways), as well as the antiphase relationships between aerobic respiration and the main carbohydrate anabolic processes (gluconeogenesis and chitin synthesis), and between fatty acids synthesis and breakdown (Fig. 4B), are reminiscent of the profiles and relationships which have been observed in LL natural conditions^14^. However, the main difference between the gene expression signatures defined in LD (present study) and those obtained in nature during the Antarctic Summer^14^ consists of a ~12 hours phase shift of all metabolic processes. For example, aerobic respiration took place at the beginning of the night in LD and at the beginning of the day in LL (11). A robust light-dark regime (such as LD 16:8, i.e. a typical spring/autumn photoperiod) represents a strong *Zeitgeber* that is able to synchronize gene expression, aerobic respiration, feeding activity, and DVM with the beginning of the dark phase. By contrast, during the Antarctic Summer^14^, the dawn light transition – characterized by an increase in light irradiance and a specific spectral composition of light – could represent the most effective *Zeitgeber*, and thus the one responsible for the observed ~12 hour phase shift modifying the temporal orchestration of physiology and behaviour. This hypothesis is in line with the weak DVM and the loss of the daily feeding schedules shown by krill during summer and winter^50,51^.

**Figure 4:**
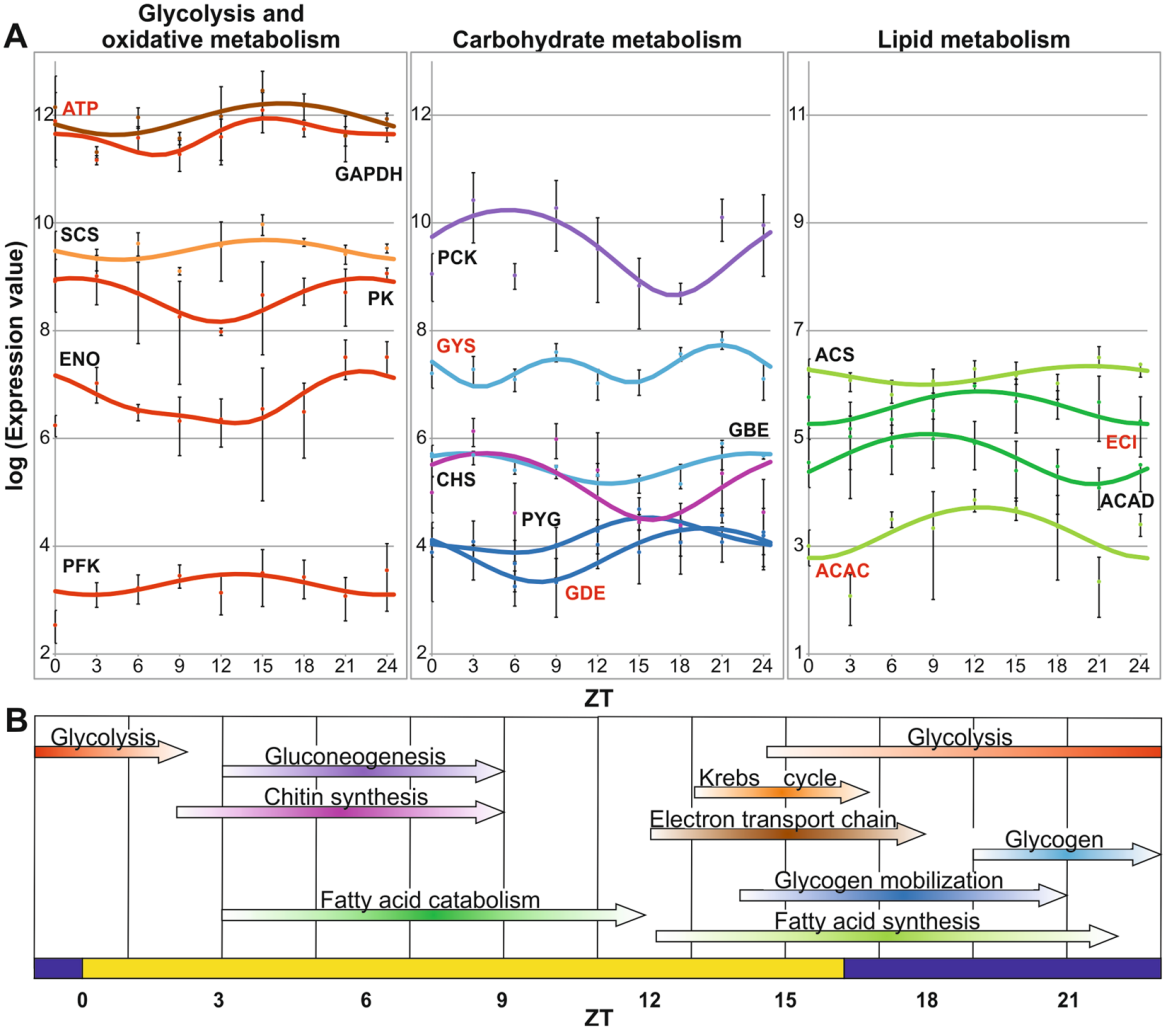
Genes with rhythmic expression patterns in LD involved in energetic and metabolic processes. (**A**) Expression profiles of most relevant genes involved in “Energetic and metabolic process” in LD. Clock-controlled genes showing a sinusoidal expression pattern in both LD and DD, are marked in red. *acyl-CoA dehydrogenase* (ACAD, ID:N19130), *acetyl-CoA carboxylase* (ACAC, ID: N29097), *acyl-CoA synthetase* (ACS, ID:M101952), *ATP synthase* (ATP, ID:M87362), *chitin synthase* (CHS, ID:N19106), *enoyl-CoA isomerase* (ECI, ID:M1878), *enolase* (ENO, ID:N20765), *glyceraldehyde-3-phosphate dehydrogenase* (GAPDH, ID:M80754), *glycogen branching enzyme* (GBE, ID:M8882), *glycogen debranching enzyme* (GDE, ID:M17951), *glycogen synthase* (GYS, ID:M2029), *pyruvate kinase* (PK, ID:N18962), *phosphoenolpyruvate carboxykinase* (PCK, ID:N18402), *phosphofructokinase* (PFK, ID:N21844), *glycogen phosphorylase* (PYG, ID:M105964), and *succinate-CoA ligase* (SCS, ID:M18729). (**B)** Schematic representation of the daily distribution of metabolic processes resulting from the transcriptional signature of several genes through the 24-hour cycle. Different metabolic processes are marked by arrows shaded with a colour gradient showing the time of day corresponding to the higher expression levels of gene groups. The length of the arrows and darker colours indicate intervals and peaks of expression, respectively. ZTs are indicated at the bottom of each panel; yellow and blue bars refer to light and dark intervals.

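Of the 282 identifiers that Supplementary Table 6 lists under Metabolic Process, 245 passed the filter on the DD arrays. RAIN with Benjamini-Hochberg adjustment over all probes called 0 of them at 0.05, and the lowest adjusted p was 0.666. Adjusted over the list alone, which the paper chose on these same samples and which is therefore not independent evidence, RAIN called 0. An unadjusted RAIN p under 0.05 was found for 48 of the 245 probes, and 192 (78.4%) were among the 6561 probes with the lowest p. Limma's harmonic regression and limma's F-test over the time points called 0 of the listed identifiers. The best-fitting period was under 24 h for 79.6% of the 245 probes.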

In DD, the number of genes with an oscillatory expression profile, grouped under the “Metabolic Process” GO term, were 282 (Supplementary Table 6), compared to the 508 observed in LD. Only 92 of them showed an oscillatory expression pattern in both LD and DD (Supplementary Table 4). Among these, two subunits of Complex I, one subunit of Complex IV, and one component of *ATP synthase* (oxidative metabolism), *acetyl-CoA carboxylase* (fatty acid synthesis), *enoyl-CoA isomerase* (fatty acid β-oxidation), *glycogen synthase* (glycogenesis), *glycogen debranching enzyme* (glycogenolysis), and *glutamine synthetase* (chitin synthesis) should be considered clock-controlled genes. 

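In DD, the probe of the 20 kDa subunit of NADH-ubiquinone oxidoreductase (Complex I, N14105) was highest at CT9, at a log2 signal of 10.46 ± 0.20 (SD, n = 3), and lowest at CT3, at 9.70 ± 0.17 (SD, n = 3). The exact RAIN test gave it an unadjusted p of 0.0380 with a period of 12 h, and an adjusted p of 0.950. For subunit I of cytochrome c oxidase (Complex IV, M71402) the unadjusted RAIN p was 0.0760 with a period of 15 h, for subunit VIIA (N31394) it was 0.264 with the same period, and for the gamma subunit of ATP synthase (M14565) it was 0.174 with a period of 21 h. Enoyl-CoA isomerase (M1878) had an unadjusted RAIN p of 0.717, and glycogen synthase (M2029) one of 0.206. None of these 6 probes had an adjusted RAIN p under 0.05. The probes of subunit VIIA and enoyl-CoA isomerase were well above background on all 27 arrays but found on 20 and 21. Their other values were left out, so that subunit VIIA at CT24 and enoyl-CoA isomerase at CT3 each rest on 1 array. The probes of glycogen debranching enzyme, M17951 and N23308, were found on 14 and 19 of the 27 arrays and did not pass the filter. On the table that the authors deposited, which keeps them, their unadjusted RAIN p-values were 0.0827 and 0.125, and the adjusted p of both was 0.949.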

In DD, we observed a lower synchronization in the oscillation of genes involved in the same metabolic processes (compared to LD). This lack of synchronization could be due to the fact that the free running expression periodicity of such genes is generally variable and shorter than 24 hours, making the precise temporal localization of the metabolic process more difficult. Only fatty acid synthesis (*acetyl-CoA carboxylase* and *2 enoyl-CoA reductase* CT12) and glycogenesis (*phosphoglucomutase* and *glycogen synthase* CT3–12) seem to have a precise temporal localization in DD. Moreover, *acetyl-CoA carboxylase* and *glycogen synthase*, that are rate-limiting enzymes of these two metabolic processes, are clock-controlled. These results suggest a more effective temporal regulation of fatty acid and glycogen biosynthetic processes. This is in agreement with the pivotal ecological role that energy-storage pathways play in krill physiology, including the fine-tuned daily distribution of energy resources to sustain the DVM strategy^14^, and the sufficient accumulation of lipids to guarantee survival through the winter^19^.

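The probe of acetyl-CoA carboxylase (N29097) was found on 16 of the 27 DD arrays and well above background on 8, so it did not pass the filter. On the deposited table of normalized values, which keeps it, its best RAIN waveform had a period of 24 h and a peak at CT9, with an unadjusted p of 0.0224 and an adjusted p of 0.949. With no probe filter the best waveform had a period of 21 h and a peak at CT12. Of the probes of glycogen synthase, M2029 was well above background on all 27 arrays. It was highest at CT9, at a log2 signal of 8.26 ± 0.22 (SD, n = 3), and lowest at CT3, at 7.25 ± 0.40 (SD, n = 3), a difference of 1.01. Its best waveform had a period of 18 h and a peak at CT9. Another glycogen synthase probe, N43865, had a period of 24 h with a peak at CT9 and an unadjusted RAIN p of 0.216, and its adjusted p was 0.950. On the deposited table its unadjusted p was 0.0560. A further probe, N44790, was well above background on all 27 arrays but found on 14, so it did not pass the filter. On the deposited table it had a period of 18 h with a peak at CT9, an unadjusted RAIN p of 0.0233 and an adjusted p of 0.949. The probes of phosphoglucomutase, N20102 and N46532, were found on 17 and 18 arrays and well above background on 9 and 2. On the deposited table both had their first peak at CT0, with unadjusted RAIN p-values of 0.0183 and 0.0964. 2-enoyl-CoA reductase was not analysed here.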

Finally, none of the genes involved in glycolysis and in the citric acid cycle showed an oscillatory expression profile in DD, suggesting that the temporal localization of these processes in LD (from ZT15 to ZT3) may be defined by the photoperiod or other environmental cues, but not by the circadian clock.

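Of the 5 probes that the legend of Fig. 4 gives for glycolysis and the citric acid cycle, 4 passed the filter in DD, and RAIN with Benjamini-Hochberg adjustment called 0 of them, with 0 at an unadjusted p under 0.05. Limma's harmonic regression and limma's F-test over the time points called 0 of them as well. RAIN and the harmonic regression called 0 of all probes, so 0 calls here do not set these genes apart from others. The paper found no rhythm in them on the same samples, so high p-values here are not independent evidence. The probes of glyceraldehyde-3-phosphate dehydrogenase (M80754), pyruvate kinase (N18962) and succinate-CoA ligase (M18729) had unadjusted RAIN p-values of 0.856, 0.854 and 0.822. Enolase (N20765) had the lowest, 0.459. Its mean log2 signal was 8.43 ± 0.54 (SD, n = 3) at CT3 and 6.08 ± 0.47 (SD, n = 3) at CT12, a difference of 2.35 between the highest and the lowest of 9 means, and limma's F-test gave it an adjusted p of 0.441. The probe of phosphofructokinase (N21844) was found on 13 arrays and not well above background on any. With 3 arrays per time point, a rhythm of small amplitude in these genes could be missed, since the SD within time points was 0.42 for glyceraldehyde-3-phosphate dehydrogenase and 0.83 for enolase. From the lack of rhythms in DD, the paper proposes that light or other cues of the environment, and not the clock, time these processes in LD.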

This analysis showed a daily orchestration of metabolic pathways in krill heads, which is where the master clock is located. However others organs, including the stomach and digestive gland, may possess peripheral clocks that could differentially regulate local levels of gene expression of metabolic pathways and other tissue-specific functions.

### Phototransduction

The complexity of the recently described krill photoreception system^16^ suggests that photic environmental cues, such as changes in irradiance and light spectral composition, could play a relevant role as Z*eitgebers*. Several genes involved in phototransduction showed a daily oscillatory pattern in LD, such as *opsin Rh2* (peak of expression at ZT18), *opsin Rh3* (peak at ZT0), and *opsin Rh4* (peak at ZT15). Furthermore, *arrestin* (peak at ZT0), *ninaC* (*neither inactivation nor afterpotential protein C*, peak at ZT0, Supplementary Fig. 3), *opsin Rh5* (peak at ZT18), and the flavoprotein *6–4 photolyase* (peak at ZT18) showed an oscillatory expression profile in both LD and DD; suggesting that their expression is likely to be under the control of the endogenous clock. 

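In DD, the probe of 6–4 photolyase (M12331) had an unadjusted RAIN p of 0.0343 with a period of 18 h and a first peak at CT0. Its mean log2 signal was 6.05 ± 0.10 (SD, n = 3) at CT0 and 5.29 ± 0.18 (SD, n = 3) at CT6, and at CT24 it was 5.32 ± 0.19 (SD, n = 3), 0.74 lower than at CT0. The opsin listed in Supplementary Table 6 (M1890) had an unadjusted RAIN p of 0.0616 with a period of 24 h and a peak at CT15. Its signal was 8.89 ± 0.19 (SD, n = 3) at CT15 and 7.76 ± 0.12 (SD, n = 3) at CT6, a difference of 1.13 between the highest and the lowest of 9 means. Arrestin (M5422) had the same period and peak with an unadjusted RAIN p of 0.129, while the arrestin homolog N19969 had a period of 15 h and an unadjusted RAIN p of 0.175. For these 4 probes, each well above background on all 27 arrays, the adjusted RAIN p was 0.950. Limma's F-test over the time points gave adjusted p-values of 0.451 for 6–4 photolyase, 0.409 for opsin, 0.543 for arrestin and 0.180 for the arrestin homolog. *ninaC* was not analysed here.

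**Figure D2:**
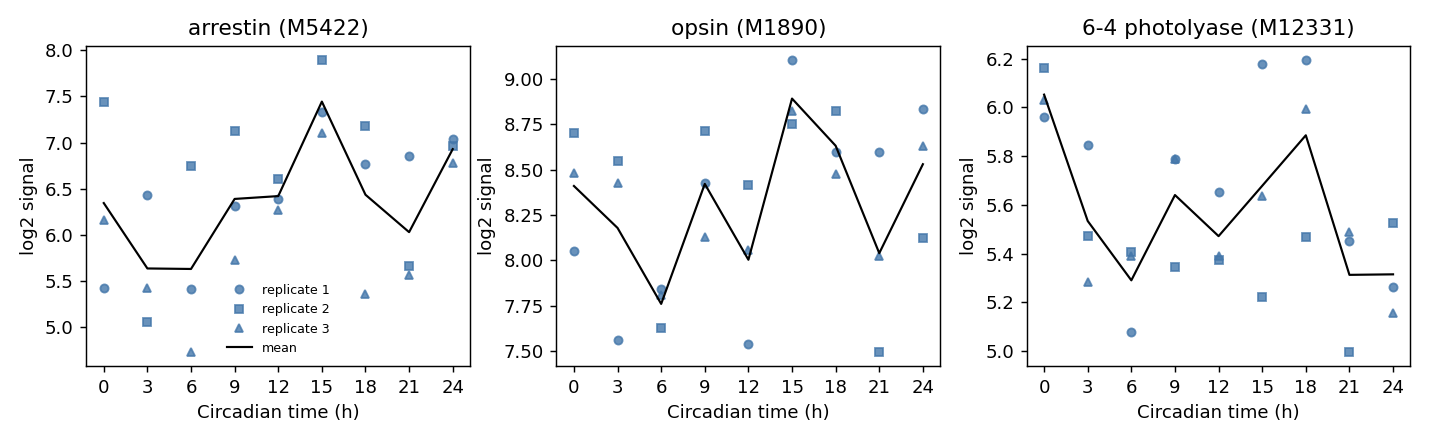
Log2 signal of arrestin (M5422), opsin (M1890) and 6–4 photolyase (M12331) on the 27 DD arrays against circadian time in h. Symbols are the 3 replicates of each time point and the line joins their means; the mean of opsin is 8.89 at CT15 and 7.76 at CT6.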

Daily oscillations of genes involved in photic signal transduction could represent a strategy aimed at optimizing entrainment at high latitudes, which are characterized by extreme changes in photoperiod, irradiance, and spectral composition of sunlight throughout the seasons.

### Neuroendocrine rhythms

Neuropeptides secreted by the crustacean eyestalk control several rhythmic biological process, such as locomotor activity, metabolism, stress response, eye sensitivity, and pigment dispersion^52^. Here we observed that the pigment-dispersing hormone (PDH) and crustacean hyperglycaemic hormone (CHH) showed rhythmic expression profiles over the 24 hours. PDH induces pigment dispersion in the retina and abdominal photophores, to protect photoreceptors from solar radiation during the light phase. 

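The probes listed for pigment-dispersing hormone 3 (PDH3) in Supplementary Table 6 are M16660 and N46541. On the DD arrays both had their lowest RAIN p with a period of 24 h and a peak at CT21. M16660 was well above background on all 27 arrays. Its mean log2 signal was highest at CT21, at 9.17 ± 0.76 (SD, n = 3), followed by 9.10 ± 0.31 (SD, n = 3) at CT24, 8.99 ± 0.70 (SD, n = 3) at CT15 and 8.95 ± 0.44 (SD, n = 3) at CT0. It was lowest at CT12, at 7.66 ± 0.31 (SD, n = 3), 3 h before the high value at CT15, and fell again to 8.41 ± 0.26 (SD, n = 3) at CT18. Its unadjusted RAIN p was 0.0303 and its adjusted p was 0.950. After centring the arrays on their slide the unadjusted p was 0.240. This centring left out CT12 replicate 3, the only array on its slide, at the time point with the lowest mean. Another slide held only arrays of CT18, CT21 and CT24, so the centring can also remove differences between time points. N46541 was well above background on 21 arrays and had an unadjusted RAIN p of 0.280, and 0.0817 on the deposited table.

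**Figure D3:**
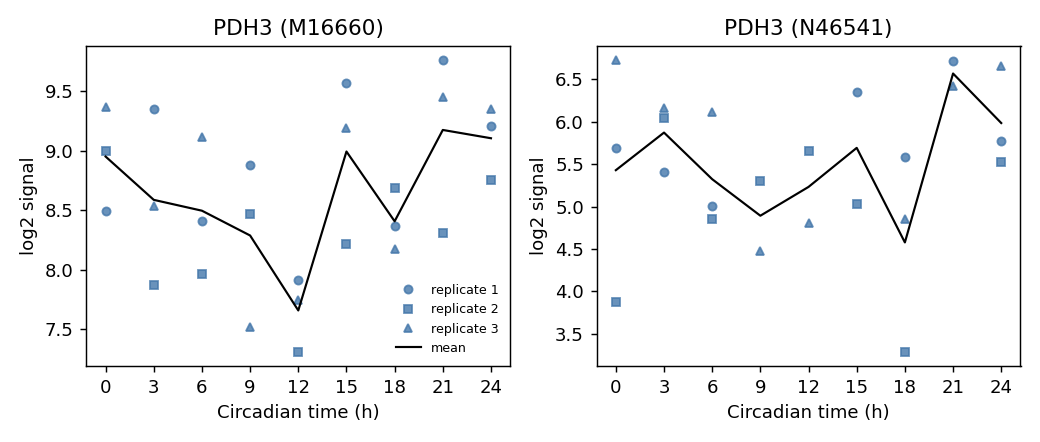
Log2 signal of the PDH3 probes M16660 (left) and N46541 (right) on the DD arrays against circadian time in h. Symbols are the replicates of each time point and the line joins their means; the mean of M16660 is 9.17 at CT21 and 7.66 at CT12.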

Even though an involvement of the circadian clock in the rhythmic release of PDH has been observed in other crustaceans^53^ but excluded in krill^54^, we found that the putative PDH3 ortholog showed oscillatory expression profiles in both LD and DD, with a periodicity of about 24 hours. In *Crustacea*, CHH is responsible for an increase in glucose levels in the haemolymph during phases of high locomotor activity, in particular during the upward and downward vertical migrations^52^. Circadian oscillations in CHH expression and release have been observed in *Procambarus clarkii*^55^. In krill, CHH showed an oscillatory expression profile in both LD and DD, with a periodicity of 24 hours. This suggests an involvement of the circadian clock in the neuroendocrine regulation of carbohydrate metabolism.

## Conclusion

Our results provide insight into the circadian transcriptome of the Antarctic krill, and shed light on the molecular mechanisms underlying the control and regulation of metabolic, physiological, and behavioural rhythms. The existence of a functional circadian clock in the Antarctic krill *E*. *superba* is supported by: i) our observation of a daily oscillatory expression of hundreds of genes in both LD and DD, and ii) the detection of anticipatory features of the light/dark transition at the transcriptional level. Furthermore, the krill clock seems crucial for the synchronization of seasonal cycles, defining the transcriptome composition during the transition to the quiescent state and for the regulation of energy storage pathways, which are key to the overwintering processes.

## Methods

### Ethics statement

All animal work was conducted according to relevant national and international guidelines. Krill catches, welfare and experimentation were based on permission from the Department of Environment and Heritage of the Australian Government and were conducted in accordance with the Antarctic Marine Living Resources Conservation Act 1981 (permit number: 06_09_2220) and the Environment Protection and Biodiversity Conservation Act 1999 (permit number: WT2007-1480).

### Animals

Krill were caught by oblique hauls of several Rectangular Midwater Trawls, using a pelagic net (RMT 8), in the upper 200 m of the water column. Catches were made in East Antarctica (between 65°19′S, 125°37′E, 17 Sep 2007 and 64°08′S, 119°16′E, 09 Oct 2007) during the voyage V1 07/08 with RSV Aurora Australis. Krill were immediately transferred into 200 L tanks at 0 °C and dim light. Each day 50% of the water was exchanged with fresh pre-chilled seawater to ensure food and nutrients turnover. Twice a day, dead animals and moults were removed from the tanks^56^. After arrival in Hobart, Tasmania, krill were delivered directly to the Australian Antarctic Division (AAD) aquarium and kept in a 1.670 L holding tank. A detailed description of the holding tank system and of krill maintenance at AAD has been provided elsewhere^57,58^.

### Maintaining krill in the laboratory

340 krill of mixed sex (mean length ~38 mm) from the holding tank was moved into two cylindrical 100 L tanks (170 krill each in experimental tank I and II). The design of the experimental re-circulating facility guaranteed identical water quality and temperature (0.5 °C) for every experimental stock throughout the study^56^.

Each experimental tank was covered with a black lightproof plastic container with a sliding door at the front side to create a separate light compartment. Lighting was provided by fluorescent tubes (Osram L18W/640 Cool White) covered with a filter film around the outside (ARRI, Marine Blue 131). The two experimental tanks were exposed to a light:dark regime of 16 hours light and 8 hours darkness with lights-on at 6:00 h and lights-off at 22:00 h external time, and with a maximum of 100 lux light intensity at the surface of the tanks during midday.

Prior to sampling, all specimens were exposed to LD16:8 for 4 weeks, to ensure successful acclimatization. Both experimental stocks were fed daily with the same algae used in the holding tank at final densities of 3.8 × 10^4^ cells mL^−1^ for *Phaeodactylum tricornutum*, 9.2 × 10^4^ cells mL^−1^ for *Isochrysis sp*. and 6.6 × 10^4^ cells mL^−1^ for *Pavlova sp*. Animals were fed at random times during the day to avoid a feeding pattern becoming a potential entrainment cue.

### Experimental design

A first 24-hour time series was sampled in experimental tank I under LD 16:8 conditions. Krill were sampled at regular intervals (every three hours) over a full 24-hour cycle. Animals were taken at 6:00, 9:00, 12:00, 15:00, 18:00, 21:00, 24:00, 3:00 and 6:00 h day time corresponding to ZT0, 3, 6, 9, 12, 15, 18, 21, and 24. After the light regime was changed from LD to DD in experimental tank II, a second 24 hours collection series was performed on the third day of DD. Krill were sampled every 3 hours at CT0, 3, 6, 9, 12, 15, 18, 21, and 24. No feeding was conducted during sampling campaigns.

For purpose of molecular analyses, 9 animals were sampled at each time point, immediately frozen in liquid nitrogen and stored at −80 °C. Sampling in darkness was carried out under dim red light. Krill heads were cut off on a cooling element behind the eyestalks and were immediately transferred to a mortar and preground in liquid nitrogen to a homogenous powder. The powder was then stored in 1 mL TRIzol^®^ reagent (Invitrogen) and total RNA extracted according to the supplier’s instructions. Total RNA was quantified using the NanoDrop ND-1000 spectrophotometer (Peqlab Biotechnology) and RNA integrity was checked using the Agilent Bioanalyzer 2100 (RNA 6000 Nano LabChip, Agilent Technologies).

### Design of *E. superba* microarray platform

The krill “master” transcriptome, previously generated by our group, provided about 57,400 contigs longer than 300 bp^23^. One probe for each consensus sequence was designed to construct the high-density oligo DNA microarray. As described in De Pittà *et al*.^14^, probe design was carried out by using the Agilent eArray Custom Microarray Design Service, which applies proprietary prediction algorithms to design 60 mer oligo-probes. Microarrays were synthesized *in situ* using the Agilent ink-jet technology with 8 × 60 K format. Microarray custom platform, named “Krill 2.0” (eArray Design ID: 049690), showed 57,358 single probes and 1,319 default positive and negative controls. Probe sequences and other details on the microarray platform can be found in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number: GSE94757.

### Microarray labeling and hybridization

Gene expression profiling was carried out in krill sampled at different times throughout the 24 hours (day times: 6:00, 9:00, 12:00, 15:00, 18:00, 21:00, 24:00, 3:00 and 6:00) in LD and DD conditions with the Krill 2.0 custom platform (Agilent). In every entrainment condition, for each time point, a total of three biological replicates were considered, for a grand total of 54 microarrays. As described in De Pittà *et al*.^14^, equal amounts of total RNA extracted from three different specimens were mixed to prepare each biological replicate. 800 ng of total RNA were labelled with “Agilent One-Color Microarray-Based Gene Expression protocol”. Slides were scanned on an Agilent microarray scanner (model G2565CA) and Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. Gene expression data are available in GEO database with the accession number: GSE94757.

### Statistical analysis of gene expression data

As described in De Pittà *et al*.^14^, inter-array normalization of expression levels was performed with quantile^59^ to correct for possible experimental distortions. Furthermore, *Feature Extraction Software* (Agilent) provided spot quality measures to evaluate the quality and the reliability of the hybridization. In particular, flag “glsFound” (set to 1 if the spot has an intensity significantly different from the local background, 0 otherwise) was used to filter out unreliable probes: flags equal to 0 were noted as “not available (NA)”. Probes with more than 26% of NA values were then removed from the dataset. 

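With this rule applied to the flag for a found spot on the 27 DD arrays, 33783 of the 57358 krill probes were kept, and 18730 were found on every array. The table of normalized log2 values that the authors deposited holds 38231 probes with 20779 missing values, at most 6 in any probe. In every cell of that table a value is missing where another flag, for a spot whose signal is positive and significantly above background, is 0. The flag for a found spot matches the missing values in 89.1% of the cells. A filter on the flag for a positive and significant signal, tried after the data had been examined, kept 39063 probes at the limit of 26% and 38370 when at most 6 arrays were missing. A filter on signals well above background kept 28641. The deposited values differed from the processed signal quantile normalized here by a median of 0.004 on the log2 scale and by at most 0.11.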

After filtering, a total of 38,028 krill genes were obtained in LD, and 38,231 in DD conditions. Cluster analysis and profile similarity searches were performed by the Multi Experiment Viewer version 4.8.1 (tMev, mev.tm4.org/) of the TM4 Microarray Software Suite^60^.

The RAIN software package for R/Bioconductor (www.bioconductor.org) was used to identify genes showing rhythmicity during the 24 hours^25^. the following set of periods was tested: 12, 15, 18, 21 e 24. A gene was considered rhythmic when the regression was statistically significant: Benjamini-Hochberg adjusted *p*-value < 0.05 (Supplementary Table 7). RAIN was also used for period estimation because it has been previously demonstrated that fitting-based algorithms are more accurate than point estimation methods in most circumstances, including difficult scenarios such as short data sets, noisy data, low sampling rates, and non-sinusoidal signals^61^. Furthermore, RAIN implements all the features that a good fitting-based algorithm should have^62^, such as sinusoidal and non-sinusoidal fits, non-parametric test, multiple testing correction, and short running-time. On the basis of our sampling plan, the following periods were tested: 12, 15, 18, 21 e 24. The following parameters were set: a) 12 hours as minimum period value because an oscillation cannot be properly described by 4 points or less; b) 3-hour increments to avoid estimated periods having a lower resolution than sampling intervals; c) 24 hours as maximum period value not to exceed the 24-hour time window described in our gene expression data (9 time points).

### Annotation and functional enrichment analysis

As described in Meyer *et al*.^23^, each consensus, converted in FASTA format, was searched locally in the NCBI nucleotide and UniProtUK databases, using Blast-X and Blast-N, respectively. The annotation of rhythmic genes was further examined manually. Gene Ontology (GO) analysis of these genes was performed by BLAST2GO tool^63^ (www.blast2go.com).

### Validation of relative gene expression by quantitative RT-PCR

Validation was performed on the same RNA pools used in the microarray experiments. As described in De Pittà *et al*.^14^, 1 μg of RNA was converted into cDNA using random hexamers and SuperScript II reverse transcriptase (Life Technologies). 1 μl aliquot of 1:100 diluted first-strand cDNA was PCR amplified in 10 μl volume using the SYBR Green chemistry (GoTaq qPCR Master Mix, Promega). Gene-specific primers (Supplementary Table 8) were designed using the web-tool Primer3^64^ (primer3.ut.ee). Total RNA samples were treated with DNase I (Qiagen). Dissociation curves confirmed the specificity of the amplicons. Primer efficiencies were assessed by standard curves. *Ubiquitin carboxyl-terminal hydrolase 46* and *RNA polymerase I-specific transcription initiation factor RRN3 isoform 1* have been used as endogenous controls. PCR reactions were performed in triplicate in a 7500 Real-Time PCR System (Applied Biosystems). The 2^−ΔΔCt^ method was used to calculate the relative expression ratio^65^. 95% confidence intervals are associated to each time point. Pearson correlation was calculated to estimate the association between microarray and qRT-PCR results (Supplementary Fig. 3).

## Supplementary information

Supplementary figures and tables

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## References

[1] Stillman, B. & Stewart, D. J. *Clocks and rhythms*. (Cold Spring Harbor Laboratory, 2007).

[2] Gaten E, Tarling G, Dowse H, Kyriacou C, Rosato E (2008). Is vertical migration in Antarctic krill (Euphausia superba) influenced by an underlying circadian rhythm?. J. Genet..

[3] Silverin B (2009). Persistent diel melatonin rhythmicity during the Arctic summer in free-living willow warblers. Horm. Behav..

[4] Kaiser TS (2016). The genomic basis of circadian and circalunar timing adaptations in a midge. Nature.

[5] Zhang L (2013). Dissociation of circadian and circatidal timekeeping in the marine crustacean Eurydice pulchra. Curr. Biol..

[6] Tessmar-Raible K, Raible F, Arboleda E (2011). Another place, another timer: Marine species and the rhythms of life. BioEssays.

[7] Zantke J (2013). Circadian and circalunar clock interactions in a marine annelid. Cell Rep..

[8] Tosches MA, Bucher D, Vopalensky P, Arendt D (2014). Melatonin signaling controls circadian swimming behavior in marine zooplankton. Cell.

[9] Brady AK, Willis BL, Harder LD, Vize PD (2016). Lunar phase modulates circadian gene expression cycles in the broadcast spawning coral Acropora millepora. Biol. Bull..

[10] Siegel, V. *Biology and Ecology of Antarctic Krill*. (Springer International Publishing, 2016).

[11] Atkinson A, Siegel V, Pakhomov E, Rothery P (2004). Long-term decline in krill stock and increase in salps within the Southern Ocean. Nature.

[12] Schiermeier Q (2010). Ecologists fear Antarctic krill crisis. Nature.

[13] Teschke M, Wendt S, Kawaguchi S, Kramer A, Meyer B (2011). A Circadian clock in Antarctic krill: an endogenous timing system governs metabolic output rhythms in the euphausid species Euphausia superba. PLoS One.

[14] De Pittà C (2013). The Antarctic krill Euphausia superba shows diurnal cycles of transcription under natural conditions. PLoS One.

[15] Groeneveld J (2015). How biological clocks and changing environmental conditions determine local population growth and species distribution in Antarctic krill (Euphausia superba): a conceptual model. Ecol. Modell..

[16] Biscontin A (2016). The opsin repertoire of the Antarctic krill Euphausia superba. Mar. Genomics.

[17] Kawaguchi S, Yoshida T, Finley L, Cramp P, Nicol S (2007). The krill maturity cycle: a conceptual model of the seasonal cycle in Antarctic krill. Polar Biol..

[18] Meyer B (2010). Seasonal variation in body composition, metabolic activity, feeding, and growth of adult krill Euphausia superba in the Lazarev Sea. Mar. Ecol. Prog. Ser..

[19] Meyer B (2012). The overwintering of Antarctic krill, Euphausia superba, from an ecophysiological perspective. Polar Biol..

[20] Mazzotta GM (2010). A cry from the krill. Chronobiol. Int..

[21] Sales G (2017). KrillDB: A de novo transcriptome database for the Antarctic krill (Euphausia superba). PLoS One.

[22] Biscontin A (2017). Functional characterization of the circadian clock in the Antarctic krill, Euphausia superba. Sci. Rep..

[23] Meyer B (2015). Pyrosequencing and de novo assembly of Antarctic krill (Euphausia superba) transcriptome to study the adaptability of krill to climate-induced environmental changes. Mol. Ecol. Resour..

[24] Piccolin F (2018). Photoperiodic modulation of circadian functions in Antarctic krill Euphausia superba Dana, 1850 (Euphausiacea). J. Crustac. Biol..

[25] Thaben PF, Westermark PO (2014). Detecting Rhythms in Time Series with RAIN. J. Biol. Rhythms.

[26] Hughes ME (2009). Harmonics of circadian gene transcription in mammals. PLoS Genet.

[27] Westermark PO, Herzel H (2009). Mechanism for 12 Hr Rhythm Generation by the Circadian Clock. Cell Rep..

[28] Naylor E (1958). Tidal and diurnal rhythms of locomotor activity in Carcinus maenas. J. Exp. Biol..

[29] Aguzzi J, Company JB, Abelló P (2004). Locomotor Activity Rhythms of Continental Slope Nephrops norvegicus (Decapoda: Nephropidae). J. Crustac. Biol..

[30] Zheng B (2001). Nonredundant roles of the mPer1 and mPer2 genes in the mammalian circadian clock. Cell.

[31] Czeisler CA (1999). Stability, precision, and near-24-hour period of the human circadian pacemaker. Science.

[32] Saez L, Derasmo M, Meyer P, Stieglitz J, Young MW (2011). A key temporal delay in the circadian cycle of Drosophila is mediated by a nuclear localization signal in the timeless protein. Genetics.

[33] Comas M, Beersma DGM, Spoelstra K, Daan S (2006). Phase and period responses of the circadian system of mice (Mus musculus) to light stimuli of different duration. J. Biol. Rhythms.

[34] Hut RA, Paolucci S, Dor R, Kyriacou CP, Daan S (2013). Latitudinal clines: an evolutionary view on biological rhythms. Proceedings. Biol. Sci..

[35] Aschoff J (1960). Exogenous and endogenous components in circadian rhythms. Cold Spring Harb. Symp. Quant. Biol..

[36] Ceriani MF (2002). Genome-wide expression analysis in Drosophila reveals genes controlling circadian behavior. J. Neurosci..

[37] Claridge-Chang A (2001). Circadian regulation of gene expression systems in the Drosophila head. Neuron.

[38] Panda S (2002). Coordinated transcription of key pathways in the mouse by the circadian clock. Cell.

[39] Weger BD (2011). The Light Responsive Transcriptome of the Zebrafish: Function and Regulation. PLoS One.

[40] Le Martelot G (2012). Genome-wide RNA polymerase II profiles and RNA accumulation reveal kinetics of transcription and associated epigenetic changes during diurnal cycles. PLoS Biol..

[41] Aguilar-Arnal L, Sassone-Corsi P (2013). The circadian epigenome: how metabolism talks to chromatin remodeling. Curr. Opin. Cell Biol..

[42] Doi M, Hirayama J, Sassone-Corsi P (2006). Circadian Regulator CLOCK Is a Histone Acetyltransferase. Cell.

[43] Henriques R, Jang I-C, Chua N-H (2009). Regulated proteolysis in light-related signaling pathways. Curr. Opin. Plant Biol..

[44] Seear P (2009). Effects of simulated light regimes on gene expression in Antarctic krill (Euphausia superba Dana). J. Exp. Mar. Bio. Ecol..

[45] Escamilla-Chimal EG, Velazquez-Amado RM, Fiordelisio T, Fanjul-Moles ML (2010). Putative pacemakers of crayfish show clock proteins interlocked with circadian oscillations. J. Exp. Biol..

[46] Syed S, Saez L, Young MW (2011). Kinetics of doubletime kinase-dependent degradation of the Drosophila period protein. J. Biol. Chem..

[47] Ko HW, Jiang J, Edery I (2002). Role for Slimb in the degradation of Drosophila Period protein phosphorylated by Doubletime. Nature.

[48] Muskus MJ, Preuss F, Fan J-Y, Bjes ES, Price JL (2007). Drosophila DBT lacking protein kinase activity produces long-period and arrhythmic circadian behavioral and molecular rhythms. Mol. Cell. Biol..

[49] Castellana S (2018). Systematic Analysis of Mouse Genome Reveals Distinct Evolutionary and Functional Properties Among Circadian and Ultradian Genes. Front. Physiol..

[50] Ross, R. M., Quetin, L. B. & Lascara, C. M. Foundations for Ecological Research West of the Antarctic Peninsula (American Geophysical Union, 1996).

[51] Taki K, Hayashi T (2005). Characteristics of seasonal variation in diurnal vertical migration and aggregation of Antarctic krill (Euphausia superba) in the Scotia Sea, using Japanese. Ccamlr Sci..

[52] Strauss J, Dircksen H (2010). Circadian clocks in crustaceans: identified neuronal and cellular systems. Front Biosci.

[53] Noël, P. Y. & Chassard-Bouchaud, C. Chromatophores and pigmentation. In *The Crustacea I* eds J. Forest & J. C. von Vaupel Klein (2004).

[54] Auerswald L, Freier U, Lopata A, Meyer B (2008). Physiological and morphological colour change in Antarctic krill, Euphausia superba: a field study in the Lazarev Sea. J. Exp. Biol..

[55] Loredo-Ranjel R, Fanjul-Moles ML, Escamilla-Chimal EG (2017). Crustacean hyperglycemic hormone is synthesized in the eyestalk and brain of the crayfish Procambarus clarkii. PLoS ONE.

[56] Kawaguchi S (2010). An experimental aquarium for observing the schooling behaviour of Antarctic krill (Euphausia superba). Deep Sea Res. Part II Top. Stud. Oceanogr..

[57] King R, Nicol S, Cramp P, Swadling KM (2003). Krill maintenance and experimentation at the australian antarctic division. Mar. Freshw. Behav. Physiol..

[58] Teschke M, Kawaguchi S, Meyer B (2007). Simulated light regimes affect feeding and metabolism of Antarctic krill, Euphausia superba. Limnol. Oceanogr..

[59] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[60] Saeed AI (2006). TM4 microarray software suite. Methods enzymol..

[61] Zielinski T, Moore AM, Troup E, Halliday KJ, Millar AJ (2014). Strengths and Limitations of Period Estimation Methods for Circadian Data. PLoS ONE.

[62] Wu G (2014). Evaluation of five methods for genome-wide circadian gene identification. J. Biol. Rhythms.

[63] Conesa A (2005). Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics..

[64] Untergasser A (2012). Primer3—new capabilities and interfaces. Nucleic Acids Res..

[65] Livak KJ, Schmittgen TD (2001). Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2−ΔΔCT Method. Methods.

# Supplementary material for: Analysis of the circadian transcriptome of the Antarctic krill Euphausia superba
**Source:** Sci Rep. 2019 Sep 25;9:13894. doi: 10.1038/s41598-019-50282-1
**Supplement:** Supplementary file 2 — Supplementary Table 1

## **Analysis of the circadian transcriptome of the Antarctic krill *Euphausia superba***

Alberto Biscontin<sup>1,2,\*</sup>, Paolo Martini<sup>1</sup>, Rodolfo Costa<sup>1</sup>, Achim Kramer<sup>2</sup>, Bettina Meyer<sup>3,4,5</sup>, So Kawaguchi<sup>6</sup>, Mathias Teschke<sup>3</sup>, Cristiano De Pittà<sup>1,\*</sup>

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

# Supplementary material for: Analysis of the circadian transcriptome of the Antarctic krill Euphausia superba
**Source:** Sci Rep. 2019 Sep 25;9:13894. doi: 10.1038/s41598-019-50282-1
**Supplement:** Supplementary file 4 — Supplementary Table 3

## **Analysis of the circadian transcriptome of the Antarctic krill *Euphausia superba***

Alberto Biscontin<sup>1,2,\*</sup>, Paolo Martini<sup>1</sup>, Rodolfo Costa<sup>1</sup>, Achim Kramer<sup>2</sup>, Bettina Meyer<sup>3,4,5</sup>, So Kawaguchi<sup>6</sup>, Mathias Teschke<sup>3</sup>, Cristiano De Pittà<sup>1,\*</sup>

Period DD: period of oscillation in DD; \*Phase DD: maximum peak of expression throughout the 24 hours cycle in DD; \*\*mRNA expression levels in DD; \*\*\*mRNA expression levels in DD.

[illegible]

# Supplementary material for: Analysis of the circadian transcriptome of the Antarctic krill Euphausia superba
**Source:** Sci Rep. 2019 Sep 25;9:13894. doi: 10.1038/s41598-019-50282-1
**Supplement:** Supplementary file 7 — Supplementary Table 6

## **Analysis of the circadian transcriptome of the Antarctic krill *Euphausia superba***

Alberto Biscontin<sup>1,2,\*</sup>, Paolo Martini<sup>1</sup>, Rodolfo Costa<sup>1</sup>, Achim Kramer<sup>2</sup>, Bettina Meyer<sup>3,4,5</sup>, So Kawaguchi<sup>6</sup>, Mathias Teschke<sup>3</sup>, Cristiano De Pittà<sup>1,\*</sup>

## Supplementary Table 6. Gene Ontology analysis of genes with a sinusoidal expression pattern in DD.

Classification of annotated genes with sinusoidal expression patterns throughout the 24-hour cycle in DD regime (802 genes).

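All 802 identifiers of this table are on the array, and 686 passed the filter on the found spots of the DD arrays. In RAIN with Benjamini-Hochberg adjustment over all 33783 probes, 0 of the 686 passed 0.05. Adjusted over the list alone, RAIN called 0, with a lowest adjusted p of 0.0543. An unadjusted RAIN p under 0.05 was found for 160 of them, and their median p was 0.124, against 0.689 for the other probes. Of the 686 probes, 540 (78.7%) were among the 6561 with the lowest RAIN p, and on the deposited table of normalized values 710 of the 802 were. The table was drawn up from the same samples, so these ranks show that the probes and time points are matched to those of the paper and are not independent evidence of rhythms.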

<sup>a</sup>ID: accession number of krill master transcriptome 23; <sup>b</sup>Annotation = description of the gene; <sup>c</sup>GO term: gene ontology biological process;

<sup>d</sup>GO child term: most fitting gene ontology child term to further refine the functional annotation.

| ID     | Annotation                                                                                      | GO term          | Go child term        |
|--------|-------------------------------------------------------------------------------------------------|------------------|----------------------|
| N28489 | PREDICTED: F-box protein 31-like [Saccoglossus kowalevskii]                                     | Cellular Process | Cell cycle           |
| N33828 | PREDICTED: kinesin family member 20A-like [Saccoglossus kowalevskii]                            | Cellular Process | Cell cycle           |
| N52657 | PREDICTED: CDK-activating kinase assembly factor MAT1-like isoform 1 [Saccoglossus kowalevskii] | Cellular Process | Cell cycle           |
| N20070 | Bcl-2-like protein 1 [Acromyrmex echinator]                                                     | Cellular Process | Cell death           |
| N20989 | GalNAc/Gal-specific lectin [Crenomytilus grayanus]                                              | Cellular Process | Cell death           |
| N26730 | PREDICTED: protein FAM32A-like [Ceratitis capitata]                                             | Cellular Process | Cell death           |
| N36400 | GL14252 [Drosophila persimilis] >gi 194103844 gb EDW25887.1  C                                  | Cellular Process | Cell death           |
| N6864  | peroxiredoxin-like protein [Coptotermes formosanus]                                             | Cellular Process | Cell death           |
| N38997 | GD20723 [Drosophila simulans] >gi 194199915 gb EDX13491.1  G                                    | Cellular Process | Cell differentiation |
| M41892 | Homarus americanus cytoplasmic type actin 1 mRNA, complete cds                                  | Cellular Process | Cell growth          |
| N22228 | hypothetical protein DAPPUDRAFT_305543 [Daphnia pulex]                                          | Cellular Process | Cell growth          |
| M55361 | hypothetical protein TcasGA2_TC011986 [Tribolium castaneum]                                     | Cellular Process | Cell proliferation   |
| N19000 | GE12547 [Drosophila yakuba] >gi 194176995 gb EDW90606.1  GE1                                    | Cellular Process | Cell proliferation   |
| N22500 | hypothetical protein YQE_04700, partial [Dendroctonus ponderosae]                               | Cellular Process | Cell proliferation   |
| N12719 | PREDICTED: similar to dre4 CG1828-PA [Tribolium castaneum] >gi 27                               | Cellular Process | Other                |
| N13328 | creatine amidinohydrolase [Bacillus sp. BSD-8]                                                  | Cellular Process | Other                |
| N18150 | hypothetical protein BRAFLDRAFT_63199 [Branchiostoma floridae] >                                | Cellular Process | Other                |

## Developmental process

|         |                                                                                         |                       |                                      |
|---------|-----------------------------------------------------------------------------------------|-----------------------|--------------------------------------|
| M113658 | PREDICTED: hypothetical protein LOC100120957 isoform 2 [Nasonia                         | Developmental process | Embryo development                   |
| M79962  | Inversin [Crassostrea gigas]                                                            | Developmental process | Embryo development                   |
| N19661  | notchless homolog 1 [Xenopus (Silurana) tropicalis] >gi 115292058                       | Developmental process | Embryo development                   |
| N42326  | PREDICTED: COP9 signalosome complex subunit 3 [Ornithorhynchus                          | Developmental process | Embryo development                   |
| M62977  | plexin A, putative [Ixodes scapularis] >gi 215500475 gb EEC09969.1                      | Developmental process | Multicellular organismal development |
| M7907   | PREDICTED: Nasonia vitripennis replication factor C subunit 5-like (LC                  | Developmental process | Multicellular organismal development |
| N11876  | aurora/lpl1p-related kinase [Marthasterias glacialis]                                   | Developmental process | Multicellular organismal development |
| N15861  | PREDICTED: neurobeachin-like [Megachile rotundata]                                      | Developmental process | Multicellular organismal development |
| N16787  | hypothetical protein DAPPUDRAFT_317955 [Daphnia pulex]                                  | Developmental process | Multicellular organismal development |
| N23668  | hypothetical protein TcasGA2_TC012198 [Tribolium castaneum]                             | Developmental process | Multicellular organismal development |
| N24387  | Pediculus humanus corporis Actin, muscle, mRNA                                          | Developmental process | Multicellular organismal development |
| N26752  |                                                                                         | Developmental process | Multicellular organismal development |
| N27562  | hypothetical protein DAPPUDRAFT_43248 [Daphnia pulex]                                   | Developmental process | Multicellular organismal development |
| N37774  | Plexin-A4 precursor, putative [Pediculus humanus corporis] >gi 2125                     | Developmental process | Multicellular organismal development |
| N38617  | SET domain protein [Populus trichocarpa] >gi 222853378 gb EEE90                         | Developmental process | Multicellular organismal development |
| N57708  | hypothetical protein DAPPUDRAFT_51329 [Daphnia pulex]                                   | Developmental process | Multicellular organismal development |
| N8459   | hypothetical protein DAPPUDRAFT_305931 [Daphnia pulex]                                  | Developmental process | Multicellular organismal development |
| N18249  | hypothetical protein DAPPUDRAFT_308857 [Daphnia pulex]                                  | Developmental process | Muscle structure development         |
| N6382   |                                                                                         | Developmental process | Muscle structure development         |
| N6383   |                                                                                         | Developmental process | Muscle structure development         |
| M7706   | dystroglycan [Cherax quadricarinatus]                                                   | Developmental process | Nervous system development           |
| N21561  | hypothetical protein DAPPUDRAFT_303691 [Daphnia pulex]                                  | Developmental process | Nervous system development           |
| N40349  |                                                                                         | Developmental process | Nervous system development           |
| N9258   | RecName: Full=Semaphorin-1A; AltName: Full=Fasciclin IV; AltName: Developmental process | Developmental process | Nervous system development           |
| N22265  | src tyrosine kinase, putative [Ixodes scapularis] >gi 215497797 gb E                    | Developmental process | Other                                |

## Metabolic process

|         |                                                                   |                   |                                |
|---------|-------------------------------------------------------------------|-------------------|--------------------------------|
| M64363  | autophagy protein 5 [Callinectes sapidus]                         | Metabolic process | Autofagy                       |
| E4652   | PREDICTED: beta-1,4-mannosyl-glycoprotein 4-beta-N-acetylglucosar | Metabolic process | Carbohydrate metabolic process |
| M10340  |                                                                   | Metabolic process | Carbohydrate metabolic process |
| M106275 | Drosophila sechellia GM24804 (Dsec\GM24804), mRNA                 | Metabolic process | Carbohydrate metabolic process |
| M108205 |                                                                   | Metabolic process | Carbohydrate metabolic process |
| M112586 | hypothetical protein DAPPUDRAFT_310106 [Daphnia pulex]            | Metabolic process | Carbohydrate metabolic process |
| M113059 | Caenorhabditis remanei hypothetical protein (CRE_00061) mRNA, co  | Metabolic process | Carbohydrate metabolic process |
| M12607  | chitinase 2 [Penaeus monodon]                                     | Metabolic process | Carbohydrate metabolic process |
| M152    | chitinase 1 precursor [Litopenaeus vannamei]                      | Metabolic process | Carbohydrate metabolic process |
| M15537  | family 7 cellobiohydrolase [Chelura terebrans]                    | Metabolic process | Carbohydrate metabolic process |
| M15682  |                                                                   | Metabolic process | Carbohydrate metabolic process |
| M16697  | i-type lysozyme-like protein 2 [Penaeus monodon]                  | Metabolic process | Carbohydrate metabolic process |
| M17683  | n-acetylgalactosaminyltransferase [Aedes aegypti] >gi 108884053 g | Metabolic process | Carbohydrate metabolic process |
| M18847  | hypothetical protein DAPPUDRAFT_218978 [Daphnia pulex]            | Metabolic process | Carbohydrate metabolic process |
| M19131  | hypothetical protein DAPPUDRAFT_218978 [Daphnia pulex]            | Metabolic process | Carbohydrate metabolic process |
| M23222  | hypothetical protein DAPPUDRAFT_218978 [Daphnia pulex]            | Metabolic process | Carbohydrate metabolic process |
| M26896  | hypothetical protein DAPPUDRAFT_303131 [Daphnia pulex]            | Metabolic process | Carbohydrate metabolic process |
| M33890  | beta-N-acetylglucosaminidase [Litopenaeus vannamei]               | Metabolic process | Carbohydrate metabolic process |
| M4050   |                                                                   | Metabolic process | Carbohydrate metabolic process |

| ID     | Annotation                                                         | GO term           | Go child term               |
|--------|--------------------------------------------------------------------|-------------------|-----------------------------|
| N38917 | prostaglandin F synthase [Penaeus monodon]                         | Metabolic process | Oxidation-reduction process |
| N44133 | hypothetical protein DAPPUDRAFT_42950 [Daphnia pulex]              | Metabolic process | Oxidation-reduction process |
| N46564 | hypothetical protein BRAFLDRAFT_202728 [Branchiostoma floridae]    | Metabolic process | Oxidation-reduction process |
| N6077  | prostaglandin reductase 1 [Penaeus monodon]                        | Metabolic process | Oxidation-reduction process |
| N8447  | calcineurin B, putative [Ixodes scapularis] >gi 215493899 gb EEC03 | Metabolic process | Oxidation-reduction process |
| N8450  | calcineurin B, putative [Ixodes scapularis] >gi 215493899 gb EEC03 | Metabolic process | Oxidation-reduction process |
| N8487  | hypothetical protein DAPPUDRAFT_302851 [Daphnia pulex]             | Metabolic process | Oxidation-reduction process |

## Nucleic acid metabolism

| ID     | Annotation                                                           | GO term                 | Go child term                             |
|--------|----------------------------------------------------------------------|-------------------------|-------------------------------------------|
| N23757 | hypothetical protein DAPPUDRAFT_317395 [Daphnia pulex]               | Nucleic acid metabolism | Regulation of gene expression, epigenetic |
| N44273 | GD13897 [Drosophila simulans] >gi 194195768 gb EDX09344.1            | Nucleic acid metabolism | Regulation of gene expression, epigenetic |
| M11735 |                                                                      | Nucleic acid metabolism | RNA metabolic process                     |
| M12614 | PREDICTED: snurportin-1-like [Aplysia californica]                   | Nucleic acid metabolism | RNA metabolic process                     |
| M15533 | PREDICTED: ribonucleases P/MRP protein subunit POP1 isoform X2 [I    | Nucleic acid metabolism | RNA metabolic process                     |
| M18282 | PREDICTED: tRNA-splicing endonuclease subunit Sen34-like [Apis me    | Nucleic acid metabolism | RNA metabolic process                     |
| M2617  | hypothetical protein CAPTEDRAFT_73288, partial [Capitella teleta]    | Nucleic acid metabolism | RNA metabolic process                     |
| M3936  | hypothetical protein DAPPUDRAFT_299967 [Daphnia pulex]               | Nucleic acid metabolism | RNA metabolic process                     |
| M4435  | hypothetical protein CAPTEDRAFT_220697 [Capitella teleta]            | Nucleic acid metabolism | RNA metabolic process                     |
| M64830 | PREDICTED: similar to spliceosome associated protein [Tribolium cast | Nucleic acid metabolism | RNA metabolic process                     |
| M88815 | hypothetical protein TcasGA2_TC009040 [Tribolium castaneum]          | Nucleic acid metabolism | RNA metabolic process                     |
| M96360 | hypothetical protein DAPPUDRAFT_305992 [Daphnia pulex]               | Nucleic acid metabolism | RNA metabolic process                     |
| M9958  | PREDICTED: cytoplasmic tRNA 2-thiolation protein 1 isoform X2 [Dan   | Nucleic acid metabolism | RNA metabolic process                     |
| N20615 | Plasmodium knowlesi strain H fibrillarin (PKH_133980) mRNA, compl    | Nucleic acid metabolism | RNA metabolic process                     |
| N20657 | hypothetical protein DAPPUDRAFT_325988 [Daphnia pulex]               | Nucleic acid metabolism | RNA metabolic process                     |
| N20737 | hypothetical protein DAPPUDRAFT_303058 [Daphnia pulex]               | Nucleic acid metabolism | RNA metabolic process                     |
| N22292 | AGAP004370-PA [Anopheles gambiae str. PEST] >gi 157017271 gb         | Nucleic acid metabolism | RNA metabolic process                     |
| N22415 | PREDICTED: transcription elongation factor SPT5-like [Megachile rotu | Nucleic acid metabolism | RNA metabolic process                     |
| N25018 | PREDICTED: cleavage and polyadenylation specificity factor subunit 5 | Nucleic acid metabolism | RNA metabolic process                     |
| N25181 | pre-mRNA-splicing factor ATP-dependent RNA helicase PRP22, putat     | Nucleic acid metabolism | RNA metabolic process                     |
| N32178 | CDK5 regulatory subunit-associated protein, putative [Ixodes scapula | Nucleic acid metabolism | RNA metabolic process                     |
| N32761 | Nucleolar protein 14 [Chelonia mydas]                                | Nucleic acid metabolism | RNA metabolic process                     |
| N38517 | hypothetical protein DAPPUDRAFT_304474 [Daphnia pulex]               | Nucleic acid metabolism | RNA metabolic process                     |
| N39879 | hypothetical protein BRAFLDRAFT_209586 [Branchiostoma floridae]      | Nucleic acid metabolism | RNA metabolic process                     |
| M67189 | hypothetical protein BRAFLDRAFT_114926 [Branchiostoma floridae]      | Nucleic acid metabolism | Transcription, DNA-dependent              |
| N21123 | PREDICTED: DNA-directed RNA polymerase I subunit RPA43-like [Nas     | Nucleic acid metabolism | Transcription, DNA-dependent              |

## Protein metabolism

|         |                                                                     |                    |                                       |
|---------|---------------------------------------------------------------------|--------------------|---------------------------------------|
| M101513 | hypothetical protein BRAFLDRAFT_120334 [Branchiostoma floridae]     | Protein metabolism | Cellular protein modification process |
| M105185 | PREDICTED: E3 ubiquitin-protein ligase UBR4 [Melopsittacus undulat  | Protein metabolism | Cellular protein modification process |
| M15270  | tyrosine-protein kinase Src42A, putative [Pediculus humanus corpori | Protein metabolism | Cellular protein modification process |
| M1547   |                                                                     | Protein metabolism | Cellular protein modification process |
| M16714  |                                                                     | Protein metabolism | Cellular protein modification process |
| M17927  | PREDICTED: Bombus terrestris dual specificity mitogen-activated pro | Protein metabolism | Cellular protein modification process |
| M182    | Putative protein phosphatase [Acromyrmex echinator]                 | Protein metabolism | Cellular protein modification process |
| M2345   | PREDICTED: Megachile rotundata cyclin-dependent kinase 1-like (LO   | Protein metabolism | Cellular protein modification process |
| M2932   |                                                                     | Protein metabolism | Cellular protein modification process |
| M58599  | projectin [Procambarus clarkii]                                     | Protein metabolism | Cellular protein modification process |
| M59923  | hypothetical protein BRAFLDRAFT_63881 [Branchiostoma floridae] >    | Protein metabolism | Cellular protein modification process |
| M63511  | PREDICTED: phosphatidylinositol N-acetylglucosaminyltransferase su  | Protein metabolism | Cellular protein modification process |
| M66217  | Diphthamide biosynthesis protein 2 [Dicentrarchus labrax]           | Protein metabolism | Cellular protein modification process |
| M73098  |                                                                     | Protein metabolism | Cellular protein modification process |
| M74771  | hypothetical protein DAPPUDRAFT_320464 [Daphnia pulex]              | Protein metabolism | Cellular protein modification process |
| M83349  | hypothetical protein D910_02598 [Dendroctonus ponderosae]           | Protein metabolism | Cellular protein modification process |
| M84527  | projectin [Procambarus clarkii]                                     | Protein metabolism | Cellular protein modification process |
| M9345   | hypothetical protein DAPPUDRAFT_52407 [Daphnia pulex]               | Protein metabolism | Cellular protein modification process |
| N11830  |                                                                     | Protein metabolism | Cellular protein modification process |
| N11990  | PREDICTED: similar to CG1973 CG1973-PA [Tribolium castaneum]        | Protein metabolism | Cellular protein modification process |
| N12213  | PREDICTED: hypothetical protein LOC100118283 [Nasonia vitripenni    | Protein metabolism | Cellular protein modification process |
| N13007  | checkpoint kinase 1 [Daphnia pulex]                                 | Protein metabolism | Cellular protein modification process |
| N1320   | hypothetical protein DAPPUDRAFT_306600 [Daphnia pulex]              | Protein metabolism | Cellular protein modification process |
| N1323   | hypothetical protein DAPPUDRAFT_306600 [Daphnia pulex]              | Protein metabolism | Cellular protein modification process |
| N18288  | casein kinase 1 epsilon [Eurydice pulchra]                          | Protein metabolism | Cellular protein modification process |
| N18309  | hypothetical protein DAPPUDRAFT_52407 [Daphnia pulex]               | Protein metabolism | Cellular protein modification process |
| N18354  | hypothetical protein KGM_05346 [Danaus plexippus]                   | Protein metabolism | Cellular protein modification process |
| N18824  | Ser/Thr protein phosphatase, putative [Ixodes scapularis] >gi 21550 | Protein metabolism | Cellular protein modification process |
| N19889  | darkener of apricot-like protein [Daphnia pulex]                    | Protein metabolism | Cellular protein modification process |
| N20036  | hypothetical protein DAPPUDRAFT_308742 [Daphnia pulex]              | Protein metabolism | Cellular protein modification process |
| N20067  |                                                                     | Protein metabolism | Cellular protein modification process |
| N21078  | HemK methyltransferase family member 1 [Harpegnathos saltator]      | Protein metabolism | Cellular protein modification process |
| N21177  | hypothetical protein CAPTEDRAFT_147624 [Capitella teleta]           | Protein metabolism | Cellular protein modification process |
| N23368  | hypothetical protein DAPPUDRAFT_194528 [Daphnia pulex]              | Protein metabolism | Cellular protein modification process |
| N24752  | Drosophila yakuba GE21090 (Dyak\GE21090), mRNA                      | Protein metabolism | Cellular protein modification process |
| N28081  | PREDICTED: Apis florea serine/threonine-protein kinase tousled-like | Protein metabolism | Cellular protein modification process |

| ID     | Annotation                                                          | GO term            | Go child term       |
|--------|---------------------------------------------------------------------|--------------------|---------------------|
| M75744 | ribosomal protein L36 [Procambarus clarkii]                         | Protein metabolism | Ribosome biogenesis |
| M80007 | PREDICTED: 40S ribosomal protein S27-like, partial [Columba livia]  | Protein metabolism | Ribosome biogenesis |
| M8234  | hypothetical protein DAPPUDRAFT_300212 [Daphnia pulex]              | Protein metabolism | Ribosome biogenesis |
| M89860 | ribosomal protein L26 [Panaeus monodon] >gi 124295601 gb ABNC       | Protein metabolism | Ribosome biogenesis |
| N13567 | ribosomal protein L24 [Azumapecten farreri]                         | Protein metabolism | Ribosome biogenesis |
| N16052 | ribosomal protein rpl35a [Lineus viridis]                           | Protein metabolism | Ribosome biogenesis |
| N20156 | hypothetical protein DAPPUDRAFT_308176 [Daphnia pulex]              | Protein metabolism | Ribosome biogenesis |
| N20866 | PREDICTED: 39S ribosomal protein L3, mitochondrial-like [Nasonia vi | Protein metabolism | Ribosome biogenesis |
| N21816 | AGAP001738-PA [Anopheles gambiae str. PEST] >gi 157012593 gb        | Protein metabolism | Ribosome biogenesis |
| N30585 | hypothetical protein DAPPUDRAFT_200344 [Daphnia pulex]              | Protein metabolism | Ribosome biogenesis |
| N3958  | ribosomal protein S26 [Branchiostoma belcheri]                      | Protein metabolism | Ribosome biogenesis |
| N49552 | 40S ribosomal protein S9 [Plasmodium cynomolgi strain B] >gi 3895   | Protein metabolism | Ribosome biogenesis |
| N5213  |                                                                     | Protein metabolism | Ribosome biogenesis |
| N5485  | ribosomal protein L10a [Fenneropenaeus merguensis]                  | Protein metabolism | Ribosome biogenesis |
| N59348 | hypothetical protein DAPPUDRAFT_194445 [Daphnia pulex]              | Protein metabolism | Ribosome biogenesis |
| N8980  | ribosomal protein S26 [Branchiostoma belcheri]                      | Protein metabolism | Ribosome biogenesis |

## Response to stress

|        |                                                                       |                    |                              |
|--------|-----------------------------------------------------------------------|--------------------|------------------------------|
| N25269 | Putative ferric-chelate reductase 1 [Crassostrea gigas]               | Response to stress | Defence response             |
| N42244 | Stathmin-4 [Acromyrmex echinator]                                     | Response to stress | Defence response             |
| M12331 | 6-4 photolyase [Eurydice pulchra]                                     | Response to stress | DNA repair                   |
| M14489 | PREDICTED: EP300-interacting inhibitor of differentiation 3 [Ochoton  | Response to stress | DNA repair                   |
| M292   | PREDICTED: similar to structural maintenance of chromosomes 5 sm      | Response to stress | DNA repair                   |
| N18190 | PREDICTED: DNA ligase 1-like [Aplysia californica]                    | Response to stress | DNA repair                   |
| N23030 | Fanconi anemia group J protein [Crassostrea gigas]                    | Response to stress | DNA repair                   |
| N27521 | hypothetical protein BRAFLDRAFT_91042 [Branchiostoma floridae] >      | Response to stress | DNA repair                   |
| N34045 | nth endonuclease III-like 1 [Xenopus (Silurana) tropicalis] >gi 89267 | Response to stress | DNA repair                   |
| M55716 | hypothetical protein TRIADDRAFT_20924 [Trichoplax adhaerens] >gi      | Response to stress | Other                        |
| M63378 | hypothetical protein SINV_02452 [Solenopsis invicta]                  | Response to stress | Other                        |
| N12841 | Protein tumorous imaginal discs, mitochondrial [Harpegnathos saltat   | Response to stress | Other                        |
| N23481 | protease, serine, 15, isoform CRA_b [Mus musculus]                    | Response to stress | Other                        |
| N37789 | RE1-silencing transcription factor-like protein [Cricetulus griseus]  | Response to stress | Other                        |
| M2554  |                                                                       | Response to stress | Response to oxidative stress |
| M56288 | conserved hypothetical protein [Pediculus humanus corporis] >gi 21    | Response to stress | Response to oxidative stress |
| N9090  | Chorion peroxidase [Camponotus floridanus]                            | Response to stress | Response to oxidative stress |

## Signal transduction

|         |                                                                       |                     |                                   |
|---------|-----------------------------------------------------------------------|---------------------|-----------------------------------|
| N32208  | Sorting nexin-9, putative [Pediculus humanus corporis] >gi 2125058    | Signal transduction | Cell communication                |
| M3501   |                                                                       | Signal transduction | Cell-cell signaling               |
| N18727  | hypothetical protein DAPPUDRAFT_301948 [Daphnia pulex]                | Signal transduction | Cell-cell signaling               |
| M7219   | cAMP-dependent protein kinase catalytic subunit, putative [Pediculu   | Signal transduction | Intracellular signal transduction |
| M77475  | PREDICTED: CDC42 binding protein kinase alpha-like [Saccoglossus kc   | Signal transduction | Intracellular signal transduction |
| N18741  | PREDICTED: hypothetical protein LOC100678008 [Nasonia vitripenni      | Signal transduction | Intracellular signal transduction |
| N30737  |                                                                       | Signal transduction | Intracellular signal transduction |
| N46242  | rassf1, putative [Ixodes scapularis] >gi 215500481 gb EEC09975.1      | Signal transduction | Intracellular signal transduction |
| N46504  | adenyl cyclase [Daphnia pulex]                                        | Signal transduction | Intracellular signal transduction |
| N55227  | hypothetical protein CAPTEDRAFT_92139 [Capitella teleta]              | Signal transduction | Intracellular signal transduction |
| N61603  | 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase gamma-      | Signal transduction | Intracellular signal transduction |
| M102893 | Sterile alpha and TIR motif-containing protein 1 [Harpegnathos saltat | Signal transduction | Other                             |
| M105998 | RecName: Full=Guanine nucleotide-binding protein G(s) subunit alph    | Signal transduction | Other                             |
| M107218 | hypothetical protein DAPPUDRAFT_305606 [Daphnia pulex]                | Signal transduction | Other                             |
| M10861  |                                                                       | Signal transduction | Other                             |
| M11904  | PREDICTED: LOW QUALITY PROTEIN: TBC1 domain family member CC          | Signal transduction | Other                             |
| M14542  | cAMP-dependent protein kinase catalytic subunit, putative [Pediculu   | Signal transduction | Other                             |
| M16163  | hypothetical protein TcasGA2_TC003754 [Tribolium castaneum]           | Signal transduction | Other                             |
| M16660  | pigment-dispersing hormone 3 [Marsupenaeus japonicus]                 | Signal transduction | Other                             |
| M1890   | opsin protein [Charybdis japonica]                                    | Signal transduction | Other                             |
| M2512   | PREDICTED: similar to arf gtpase-activating protein [Tribolium castan | Signal transduction | Other                             |
| M2592   | PREDICTED: guanine nucleotide exchange factor MSS4 homolog [Nas       | Signal transduction | Other                             |
| M5422   | arrestin [Libelloides macaronius]                                     | Signal transduction | Other                             |
| M63073  | class B secretin-like G-protein coupled receptor GPRmth6, putative [I | Signal transduction | Other                             |
| M67442  |                                                                       | Signal transduction | Other                             |
| M70093  | hypothetical protein DAPPUDRAFT_3691 [Daphnia pulex]                  | Signal transduction | Other                             |
| M71476  | hypothetical protein DAPPUDRAFT_49564 [Daphnia pulex]                 | Signal transduction | Other                             |
| M72019  | ADP-ribosylation factor [Marsupenaeus japonicus]                      | Signal transduction | Other                             |

| ID     | Annotation                                                           | GO term             | Go child term |
|--------|----------------------------------------------------------------------|---------------------|---------------|
| M76077 | G-protein coupled receptor, putative [Ixodes scapularis] >gi 215508  | Signal transduction | Other         |
| M7611  | hypothetical protein DAPPUDRAFT_226671 [Daphnia pulex]               | Signal transduction | Other         |
| M82714 | PREDICTED: similar to Rapgap1 CG34374-PF [Tribolium castaneum]       | Signal transduction | Other         |
| M83708 | hypothetical protein DAPPUDRAFT_241093 [Daphnia pulex]               | Signal transduction | Other         |
| M85776 | signal transducer and activator of transcription [Fenneropenaeus chi | Signal transduction | Other         |
| M91288 | PREDICTED: hypothetical protein LOC410161 [Apis mellifera]           | Signal transduction | Other         |
| M93343 | PREDICTED: apoptosis regulatory protein Siva isoform X2 [Mesocrice   | Signal transduction | Other         |
| M99783 | putative TGF-beta receptor type I baboon protein [Daphnia pulex]     | Signal transduction | Other         |
| N12871 | pdz domain containing guanine nucleotide exchange factor, pdz-gef,   | Signal transduction | Other         |
| N16121 | hypothetical protein DAPPUDRAFT_306990 [Daphnia pulex]               | Signal transduction | Other         |
| N18224 | hypothetical protein DAPPUDRAFT_318992 [Daphnia pulex]               | Signal transduction | Other         |
| N18394 |                                                                      | Signal transduction | Other         |
| N18775 | PREDICTED: Otolemur garnettii protein phosphatase 2, regulatory su   | Signal transduction | Other         |
| N19969 | RecName: Full=Arrestin homolog >gi 298756 gb AAB25860.1  arre        | Signal transduction | Other         |
| N25485 |                                                                      | Signal transduction | Other         |
| N28816 | signal transducer and activator of transcription [Penaeus monodon]   | Signal transduction | Other         |
| N29517 | IMD [Litopenaeus vannamei]                                           | Signal transduction | Other         |
| N30241 |                                                                      | Signal transduction | Other         |
| N30319 | signal transducer and activator of transcription [Fenneropenaeus chi | Signal transduction | Other         |
| N31246 | integral membrane protein GPR177-B, putative [Ixodes scapularis] >ξ  | Signal transduction | Other         |
| N38380 | conserved hypothetical protein [Pediculus humanus corporis] >gi 21   | Signal transduction | Other         |
| N39786 | GTP binding protein alpha subunit Gi [Marsupenaeus japonicus]        | Signal transduction | Other         |
| N39836 |                                                                      | Signal transduction | Other         |
| N43758 | hypothetical protein DAPPUDRAFT_194337 [Daphnia pulex]               | Signal transduction | Other         |
| N46541 | pigment-dispersing hormone 3 [Marsupenaeus japonicus]                | Signal transduction | Other         |
| N58827 | ankyrin repeat containing protein [Ixodes scapularis] >gi 215498928  | Signal transduction | Other         |
| N61953 | smad4 [Culex quinquefasciatus] >gi 167873062 gb EDS36445.1  sr       | Signal transduction | Other         |
| N7824  | PREDICTED: poly(U)-specific endoribonuclease-like isoform 1 [Strong  | Signal transduction | Other         |

## Transport

|         |                                                                       |           |                         |
|---------|-----------------------------------------------------------------------|-----------|-------------------------|
| N56030  | sugar transporter, putative [Ixodes scapularis] >gi 215499141 gb EE   | Transport | Carbohydrate transport  |
| M3400   | hypothetical protein DAPPUDRAFT_304059 [Daphnia pulex]                | Transport | Intracellular transport |
| M61     |                                                                       | Transport | Intracellular transport |
| E6444   | voltage-dependent non-L-type calcium channel alpha-1 subunit, part    | Transport | Ion transport           |
| M107683 | Euphausia superba mitochondrion, partial genome                       | Transport | Ion transport           |
| M11238  | PREDICTED: Y+L amino acid transporter 2-like isoform 2 [Acyrtosiph    | Transport | Ion transport           |
| M112642 | hypothetical protein DAPPUDRAFT_311768 [Daphnia pulex]                | Transport | Ion transport           |
| M15170  | PREDICTED: solute carrier family 22 member 8-like [Ornithorhynchus    | Transport | Ion transport           |
| M15519  | hypothetical protein CAPTEDRAFT_167536 [Capitella teleta]             | Transport | Ion transport           |
| M36129  | Na <sup>+</sup> /K <sup>+</sup> ATPase [Penaeus monodon]              | Transport | Ion transport           |
| M57456  | hypothetical protein DAPPUDRAFT_226732 [Daphnia pulex]                | Transport | Ion transport           |
| M57704  | hypothetical protein BRAFLDRAFT_96574 [Branchiostoma floridae] >      | Transport | Ion transport           |
| M60197  | Euphausia superba voucher 841M mitochondrion, partial genome          | Transport | Ion transport           |
| M62922  | PREDICTED: calcium-transporting ATPase type 2C member 1-like isof     | Transport | Ion transport           |
| M6504   | putative TRP channel protein [Periplaneta americana]                  | Transport | Ion transport           |
| M65887  | conserved hypothetical protein [Pediculus humanus corporis] >gi 21    | Transport | Ion transport           |
| M6590   | PREDICTED: ileal sodium/bile acid cotransporter-like isoform 1 [Naso  | Transport | Ion transport           |
| M66117  | pacifastin heavy chain precursor [Pacifastacus leniusculus]           | Transport | Ion transport           |
| M68318  | voltage-gated calcium channel beta subunit transcript variant 6 [Scyl | Transport | Ion transport           |
| M70932  | SERCA [Panulirus argus] >gi 71534700 emb CAH10336.1  SERCA Ca         | Transport | Ion transport           |
| M74272  | plasma membrane calcium ATPase [Callinectes sapidus]                  | Transport | Ion transport           |
| M84429  | hypothetical protein DAPPUDRAFT_302359 [Daphnia pulex]                | Transport | Ion transport           |
| M85975  | hypothetical protein TRIADDRAFT_21514 [Trichoplax adhaerens] >gi      | Transport | Ion transport           |
| M9215   | Euphausia superba voucher 841M mitochondrion, partial genome          | Transport | Ion transport           |
| N12109  | sodium potassium-transporting ATPase subunit beta [Litopenaeus va     | Transport | Ion transport           |
| N14105  | Candida tropicalis MYA-3404 NADH-ubiquinone oxidoreductase 20 k       | Transport | Ion transport           |
| N15196  | hypothetical protein DAPPUDRAFT_324399 [Daphnia pulex]                | Transport | Ion transport           |
| N15639  | pacifastin heavy chain [Macrobrachium rosenbergii]                    | Transport | Ion transport           |
| N16505  | PREDICTED: zinc transporter ZIP10-like [Aplysia californica]          | Transport | Ion transport           |
| N21410  | PREDICTED: glycine receptor, alpha 2-like [Saccoglossus kowalevskii]  | Transport | Ion transport           |
| N23100  | Mitochondrial sodium/hydrogen exchanger NHA2 [Crassostrea gigas       | Transport | Ion transport           |
| N24758  | chloride channel, putative [Ixodes scapularis] >gi 215490978 gb EE    | Transport | Ion transport           |
| N29112  | hypothetical protein DAPPUDRAFT_60952 [Daphnia pulex]                 | Transport | Ion transport           |
| N31065  | hypothetical protein DAPPUDRAFT_40908 [Daphnia pulex]                 | Transport | Ion transport           |

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

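Krill kept in the laboratory were sampled in constant darkness (DD) every 3 h over 24 h, and pooled RNA of their heads was hybridized to one-colour Agilent arrays, 3 arrays at each of the 9 time points from circadian time (CT) 0 to CT24. The 27 arrays were mapped to time points and replicates from their labels. The labels give the 06:00 collection with a suffix that was read as its first (CT0) and second (CT24) sampling, and an exchange of the 2 was run as an alternative. The array taken as CT12 replicate 3 is labelled as a pool where the other arrays carry a letter, and what was pooled in it is not stated. The letters of the other CT12 arrays are those that replicates 2 and 3 carry at the other time points, so the replicate numbers of CT12 do not follow the letters. Without CT12 replicate 3, RAIN with Benjamini-Hochberg adjustment called 0 probes, with 1331 at an unadjusted p under 0.05. Samples in light-dark cycles and the qRT-PCR measurements were not analysed here.

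The authors scanned the arrays and extracted each spot's intensity with Feature Extraction, which subtracts a fitted background and flags each spot, and deposited these intensities for all spots. They also deposited a table of log2 values, quantile normalized, with 38231 probes. Each column of that table follows the processed signal of its array, and its missing values match the flag for a positive and significant signal in 100% of the cells. The methods name the flag for a found spot, which was used here as the main filter. The software version and the scanner model named in the files differ from those in the methods.

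Here, the processed signal of the 57358 krill probes was quantile normalized over the 27 arrays and put on a log2 scale. Control spots were left out, and 112 outlier spots over the 27 arrays were set to missing, as were spots not found. No spot was saturated (0 of all krill spots). Probes missing on more than 26% of the arrays, that is on more than 7 arrays, were removed, which left 33783. The number of krill probes found per array lay between 39417 and 42895. The precision is limited by the 3 arrays per time point, and the median SD within a time point was 0.40 on the log2 scale.

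RAIN was re-implemented in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, since the package was not installed. For each probe, 70 waveforms with periods of 12, 15, 18, 21 and 24 h in steps of 3 h were tested, with the peak placed between 0.3 and 0.7 of the period after the trough, independent samples and missing values left out. The p of each waveform comes from the exact null distribution of the umbrella statistic. The smallest p was corrected within the probe by the adaptive Benjamini-Hochberg method and then over probes by Benjamini-Hochberg, with a threshold of 0.05. The waveform with the smallest p gave the period and the time of the first peak. The null distribution was checked against all orderings of the arrays in 3 small designs, and the correction within a probe against multtest 2.58.0 on 400 sets of p-values, of which 1 had no value in multtest. The largest difference was under a billionth.

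Limma 3.58.1 in R 4.3.3 was used for the difference between CT24 and CT0, with all 9 groups in the fit, for an F-test over the time points, and for a harmonic regression whose smallest p over the 5 periods was multiplied by 5. On simulated data with the means, spreads and missing spots of the 33783 probes, 200 probes were given a cosine rhythm with an amplitude of 2 SDs. RAIN called 131 of these 200 and 4 of the unchanged probes, the harmonic regression 180 and 10, and the F-test 116 and 6. Of 200 probes shifted by 4 SDs at CT24, limma called 107 and 5 unchanged probes. With no rhythmic probe simulated, RAIN called 0 probes and 3.58% had an unadjusted p under 0.05. Simulated spots varied independently of each other.

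The genes named in the text are those of the paper's text on DD and of the legend of Fig. 4, with the identifiers of that legend or of Supplementary Table 6, 33 probes, of which 26 passed the filter. The paper gives 21 of the 33 as rhythmic in DD, through Supplementary Table 6 or its text, and 15 of these 21 passed the filter. The others are genes of Fig. 4 that it gives as rhythmic in LD. The smaller list was drawn up after the data had been examined. The rule also included the 5 rhythmic probes with the largest difference between time points, of which there were 0. Supplementary Table 6 was read from the paper's supplement and holds 802 identifiers.

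The alternatives set before the data were examined were normalization to the 75th percentile, normexp background correction with an offset of 50, the deposited table, spots not found kept at their value, 3 other probe filters, the harmonic regression and the F-test, Bonferroni and plain Benjamini-Hochberg correction within a probe, symmetric waveforms, a threshold of 0.01, the exchange and the removal of the 06:00 collections, replicate and slide centring, the 6 arrays of CT0 and CT24 alone, and each of the 27 arrays left out in turn. Since the main count of rhythmic probes was 0, the shares of periods and peaks planned for rhythmic probes have no value. They are given for the 6561 probes with the lowest RAIN p, a set chosen after the data had been examined. Other corrections over waveforms and probes, a filter on the flag for a positive and significant signal, replicate and slide as terms of the limma model, and centring on the scan day and on the row of the slide were also chosen after the data had been examined. CT12 replicate 3 was alone on its slide and on its scan day, so centring on the slide or the scan day left it out. After the count of 0 had been seen, 67 combinations of waveforms, corrections, time points and averaged replicates were also run on the deposited values, the main test on them included, and the closing section gives the range of their counts. Random arrangements of the arrays or of the time points numbered 99 each, and permutation tests of principal components used 10000 permutations.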

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

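The centring on the scan day and on the row of the slide, the filter on positive and significant signals, the replicate number and the slide as terms of the limma model, the other corrections over waveforms and probes, and the use of the 6561 probes with the lowest RAIN p were chosen only after the results were seen.

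RAIN with Benjamini-Hochberg adjustment called 0 probes under each of the RAIN settings chosen in advance and with each of the 27 arrays left out in turn (lowest 0, highest 0). Limma's harmonic regression called 0 and limma's F-test over the 9 time points 22. The lowest adjusted RAIN p came closest to 0.05 with the replicate number as a block (the replicate block, 0.0740, with 2310 probes at an unadjusted p under 0.05) and without CT9 replicate 1 (0.101). Arrays with the same replicate number at different time points were on average no more alike than others (mean correlation -0.0104 against 0.00672), although 42 of the 108 same-numbered pairs had a correlation over 0.1 and the third principal component (6.48% of the variance) had 34.4% between replicate numbers (permutation p 0.00580, adjusted 0.0522). At CT12 the numbers do not follow the letters of the labels. The number is therefore not read as a pairing here, without a shared effect being excluded. The unadjusted count of 1607 became 904 with only probes found on all 27 arrays, where fewer probes are tested, 2468 with no probe filter, where more are tested, and 3495 in the F-test. With 1 array left out it lay between 1226 and 2038. Of the identifiers of Supplementary Table 6, of those under Metabolic Process, and of those in glycolysis and the citric acid cycle, RAIN under these settings, the harmonic regression and the F-test called 0, with 160, 48 and 0 at an unadjusted RAIN p under 0.05.

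Weaker corrections, all chosen after the results were seen, changed these counts. With no correction over probes there were 1607 probes, 160 of Supplementary Table 6 and 48 under Metabolic Process. With each period corrected on its own and no correction over periods or probes there were 6918, 507 and 180, and 7881, 684 and 244 with the deposited table. With the smallest p of the 70 waveforms corrected over probes only there were 20623, 676 and 237, and 23980, 802 and 282 with the deposited table, with 1 glycolysis or citric acid cycle probe in both. These corrections allow for fewer of the tests made.

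The filter kept 33783 probes, 18730 with only probes found on all 27 arrays, 57358 with no probe filter, and between 32461 and 32645 with 1 array left out.

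The shares among the 6561 probes with the lowest RAIN p changed more. They were 70.7% for periods under 24 h, 37.3% for 12 or 15 h, 68.0% for 24-h peaks from CT12 to CT21, and 21.9% for the CT with most peaks. Changed values follow in this order where there are 4. Limma's harmonic regression gave 85.3%, 68.9%, 65.6% and 30.1%, symmetric waveforms 84.8%, 51.2%, 62.6% and 23.2%, and CT0 and CT24 exchanged 73.2%, 31.8%, 65.3% and 26.3%. For periods under 24 h, the normexp background correction gave 69.3%, Bonferroni within a probe 72.4%, leaving out the CT0 collection 69.2%, centring on replicate numbers 72.0%, slide centring 72.8% and scan day centring 68.8%. For 12 or 15 h, normexp gave 35.2%, only probes found on all 27 arrays 42.1%, no probe filter 32.2%, the filter on signals well above background 39.4%, Bonferroni within a probe 43.2%, Benjamini-Hochberg within a probe 38.5%, leaving out the CT24 collection 22.7% and scan day centring 34.6%. For peaks from CT12 to CT21, spots not found kept at their value gave 70.4%, only probes found on all 27 arrays 74.9%, no probe filter 64.8%, signals well above background 72.5%, leaving out CT24 72.8% and slide row centring 65.9%. For the CT with most peaks, only probes found on all 27 arrays gave 24.2%, no probe filter 20.0%, signals well above background 23.3%, leaving out CT24 28.8%, slide centring 23.8%, scan day centring 24.2% and slide row centring 20.2%. With 1 array left out the ranges were 65.6% to 78.8%, 30.8% to 46.4%, 59.8% to 77.4%, and 20.0% to 33.1%, the last without CT15 replicate 2. The cause was not tested, except that symmetric waveforms and the harmonic regression compare other curves by construction.

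Between CT0 and CT24 limma called 2 probes. It called 1 at an adjusted p under 0.01, with only the 6 arrays of CT0 and CT24, with the replicate number as a model term, after 75th percentile normalization and with signals well above background. It called 4 after centring on replicate numbers, and 0 with normexp, the deposited table, spots not found kept at their value, only probes found on all 27 arrays, no probe filter, slide centring, and positive and significant signals, against 2364 probes at an unadjusted p under 0.05 in the first analysis. With 1 array left out it called between 0 and 51, the highest without CT24 replicate 2. The cause was not tested.

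None of the 26 tested probes of the named genes passed an adjusted p of 0.05 in 561 values under other settings, which lay between 0.180 and 1. The weaker corrections are not among these values. On the 33783 probes, 11 named probes were called with each period corrected on its own. With the smallest p corrected over probes only, 17 were called. The other 7 named probes were found on too few arrays, between 13 and 19. Of these, 6 were well above background on at most 9 arrays, while glycogen synthase N44790 was well above background on all 27.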

Differences from the paper's values

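The weaker corrections over waveforms and probes named in this part were tests chosen only after the result was seen.

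The paper gives 6561 rhythmic genes in DD, and RAIN with Benjamini-Hochberg adjustment called 0 here, with 1607 at an unadjusted p under 0.05, while limma's harmonic regression called 0 and its F-test over the time points 22. All 45 alternatives set before the data were examined differ from the paper's value, with counts between 0 and 22. The paper gives 802 genes in Supplementary Table 6, of which 0 were called here, with 160 at an unadjusted p under 0.05, and the paper gives 282 genes under Metabolic Process, of which 0 were called here, with 48 at an unadjusted p under 0.05. For both lists limma's harmonic regression and F-test also called 0, and all 45 alternatives set before the data were examined differ from the paper's value.

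Some settings come within 1.5 times of the paper's counts, and each was chosen after seeing the values. With each period corrected on its own and no correction over periods or probes, RAIN called 6918 probes, and 7881 on the deposited table, with 684 of the 802 identifiers and 244 of the 282. With the smallest p of the 70 waveforms corrected over probes only, it called 676 of the 802 identifiers and 237 of the 282, and on the deposited table all 802 and all 282, but 23980 probes in total against the paper's 6561.

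In all, 67 combinations of waveforms, corrections, time points and averaged replicates were run on the deposited table. Apart from the main RAIN test on that table, which was set in advance, they were chosen after seeing the values. Of the 67, 16 gave a count of probes within 1.5 times of the paper's 6561, and all 16 corrected each period on its own, with counts between 4513 and 8677. The closest were 6822 without CT24 and 6866 with Bonferroni correction within the period. The 16 combinations that corrected over both waveforms and probes called 0 probes each, the 3 that corrected within a period and then over the probes of that period called 0, the 1 that corrected each waveform over probes called 4, the 16 that corrected over waveforms only gave between 699 and 2243, and the 14 that corrected the smallest p over probes only gave between 15403 and 32160. The 1 with no correction at all gave 29226.

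Of the named genes that the paper gives as rhythmic in DD, 15 probes were tested, and RAIN with Benjamini-Hochberg adjustment called 0 of them, with 3 at an unadjusted p under 0.05, while limma's harmonic regression and F-test called 0. With each period corrected on its own, 11 of the 15 were called, and 19 of 21 on the deposited table. With the smallest p corrected over probes only, 14 of the 15 were called, and 21 of 21 on the deposited table. These settings were chosen after seeing the values.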

Other observations

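In this part, the random assignments for the counts at an unadjusted p, for the weaker corrections and for the 24-h peaks, the splits of the CT0 and CT24 arrays, and all tests of slide rows and principal components were chosen only after the results were seen.

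RAIN with Benjamini-Hochberg adjustment called 0 probes, so 100 of 100 assignments of the 27 arrays to the time points had to give at least as many, and this comparison decides nothing. For the 1607 probes with an unadjusted RAIN p under 0.05 it was 20 of 100. On the deposited table, the 7881 probes past 0.05 with each period corrected on its own were reached in 11 of 100 assignments, with a median of 4757 over the random ones, and the 23980 probes past 0.05 by the smallest p corrected over probes only in 8 of 100, with a median of 10623. On the 33783 probes of the main filter, 6918 (20.5%) passed with each period corrected on its own, reached in 12 of 100 assignments, and simulated arrays with no rhythmic probe gave 4752 (14.1%) of as many probes. Chance cannot be excluded for the counts of 1607, 6918, 7881 and 23980.

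When the 9 collections kept their arrays and only their order in time was drawn at random, 77 of 100 orders gave as many probes with an unadjusted RAIN p under 0.05 as the real order. Limma's F-test gave an unadjusted p under 0.05 for 10.3% of the probes. Differences between collections that follow no order in time may therefore account for the count in the real order. No test separated such differences, for example between the pooled animals, from a rhythm.

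The share of periods under 24 h was reached in 28 of 100 orders, and in simulated arrays with no rhythmic probe it was 66.0%. Most of the 70.7% may therefore be what the test gives with no rhythm. This is not evidence that the test prefers short periods, since the share adds up every tested period below 24 h. Over all probes tested, 24 h was the most frequent best period, at 30.0%, followed by 15 h, at 27.5%. A difference between CT0 and CT24 would also keep a 24-h waveform from fitting best. Without the CT24 collection the share under 24 h was 70.7%, while the share at 12 or 15 h fell from 37.3% to 22.7%. The shares that 8 collections give with no such difference were not determined, so its part stays open. The share of 24-h probes that peaked from CT12 to CT21 was reached in 16 of 100 assignments.

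Between CT24 and CT0, limma called 2 of 33715 probes, and 2364 (7.01%) had an unadjusted p under 0.05. The 2 probes, named after their values were seen, are N45345 and M60664, lower at CT24 by 2.48 and 3.92 on the log2 scale, and the CT0 mean of each rests on 1 array. Without CT24 replicate 2 the count was 51. Of the 10 splits of these 6 arrays, 4 gave as many called probes, and 10 splits are too few to exclude chance.

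Centring the arrays on their slide, which left out CT12 replicate 3, gave 2012 probes with an unadjusted RAIN p under 0.05. Of these, 969 were shared with the 1607, so differences between slides do not account for most of the 1607. The arrays lie in 2 rows on the slides. With time points in the model, limma called 149 probes between rows, 100 of them higher on row 2, and 5230 (15.5%) had an unadjusted p under 0.05. As many were called in 2 of 100 arrangements of the row labels within time points, one of which called 1676. The second principal component (16.6% of the variance of 18689 probes) split by row with an adjusted permutation p of 0.0126 over 18 comparisons. Row on the slide is a candidate source of this component. Its split by time point, the factor of the study, was 40.5% of it, with a permutation p of 0.215 (adjusted 0.998), and 3 arrays per time point are too few to exclude a part. Centring on the row left 0 probes called by RAIN, with 1924 at an unadjusted p under 0.05.

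The first principal component (37.3% of the variance) did not follow the slide, with 0.682% of it between slides, and its split by time point had a permutation p of 0.579, with 3 arrays per time point too few to exclude a part in it. The animals pooled for an array might differ in moult stage. The 6 cuticle and chitin genes of Supplementary Table 6 that entered the components had a mean absolute loading of 0.498 on the component, against 0.210 for random lists from that table (permutation p 0.0147). This hypothesis was found from the same data, 3 of the 6 loadings were positive and 3 negative, and no moult stage was recorded with the arrays, so it stays open.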
